# A Comprehensive tRNA Deletion Library Unravels the Genetic Architecture of the tRNA Pool

**DOI:** 10.1371/journal.pgen.1004084

**Published:** 2014-01-16

**Authors:** Zohar Bloom-Ackermann, Sivan Navon, Hila Gingold, Ruth Towers, Yitzhak Pilpel, Orna Dahan

## Abstract

Deciphering the architecture of the tRNA pool is a prime challenge in translation research, as tRNAs govern the efficiency and accuracy of the process. Towards this challenge, we created a systematic tRNA deletion library in *Saccharomyces cerevisiae*, aimed at dissecting the specific contribution of each tRNA gene to the tRNA pool and to the cell's fitness. By harnessing this resource, we observed that the majority of tRNA deletions show no appreciable phenotype in rich medium, yet under more challenging conditions, additional phenotypes were observed. Robustness to tRNA gene deletion was often facilitated through extensive backup compensation within and between tRNA families. Interestingly, we found that within tRNA families, genes carrying identical anti-codons can contribute differently to the cellular fitness, suggesting the importance of the genomic surrounding to tRNA expression. Characterization of the transcriptome response to deletions of tRNA genes exposed two disparate patterns: in single-copy families, deletions elicited a stress response; in deletions of genes from multi-copy families, expression of the translation machinery increased. Our results uncover the complex architecture of the tRNA pool and pave the way towards complete understanding of their role in cell physiology.

## Author Summary

Transfer RNAs are an important component of the translation machinery. Despite extensive biochemical investigations, a systems-level investigation of tRNAs' functional roles in physiology, and genetic interactions among them, is lacking. We created a comprehensive tRNA deletion library in yeast and assessed the essentiality of each tRNA in multiple conditions. The majority of tRNA deletions showed no appreciable fitness defect when such strains were grown on rich medium. More challenging environmental conditions, however, revealed a richer set of specific-tRNA phenotypic defects. Co-deletion of tRNA combinations revealed that tRNAs with essential function can be compensated by members of the same or different anti-codon families. We often saw that identical tRNA gene copies contribute deferentially to fitness, suggesting that the genomic context of each gene can affect functionality. Genome-wide expression changes in response to tRNA deletions revealed two different responses. When a deleted tRNA belongs to a family which contains multiple genes with the same anti-codon, the affected cells responded by up-regulating the translation machinery, but upon deletion of singleton tRNAs, the cellular response resembled that of proteotoxic stress. Our tRNA deletion library is a unique resource that paves the way towards fully characterizing the tRNA pool and their role in cell physiology.

## Introduction

Messenger RNA translation is a central molecular process in any living cell and is among the most complicated and highly regulated of cellular processes [1], [2]. The tRNA pool is a fundamental component in that process, serving as the physical link between the nucleotide sequence of mRNAs and the amino acid sequence of proteins. In the cycle of translation elongation, tRNA selection is considered the rate-limiting step [3], therefore tRNA availability is one of the major factors that govern translation-efficiency and accuracy of genes [4], [5].

Previous studies have established that efficient translation can increase protein levels and provide a global fitness benefit by elevating the cellular concentrations of free ribosomes [6], [7], while accurate translation benefits the cell by reducing the metabolic cost of mis-incorporation events [8].

The tRNA pool is composed of various tRNA isoacceptor families, each family carries a different anti-codon sequence that decodes the relevant codon by Watson-Crick base pairing, or codons with non-perfect base pairing of the third nucleotide by the wobble interaction. tRNA families are further classified to isotypes if they carry the same amino acid. In all eukaryotic genomes, each tRNA family can be encoded by a single or multiple gene copies [9], [10]. It was previously shown for several organisms that the concentrations of various tRNA isoacceptors positively correlates with the tRNA family's gene copy-number [11], [12]. These observations along with detailed analysis of the relationship between gene copy-number of tRNA families and codon-usage, established the notion that the multiplicity of tRNA genes in yeast is not functionally redundant. Such multiplicity might establish the correct balance between tRNA concentrations and the codon usage in protein-coding genes [13], thus justifying the use of the tRNA gene copy-number as a proxy for actual tRNA amounts [12], [14], [15].

The transcription of tRNA genes is catalyzed by RNA polymerase III (pol III), promoted by highly conserved sequence elements located within the transcribed region [16]. A genome wide analysis of pol III occupancy in yeast revealed that virtually all tRNA genes are occupied by the pol III machinery [17]–[19], and are thus considered to be genuinely transcribed. This observation, combined with the fact that tRNA genes within a family are highly similar, led to the notion that all copies within a family contribute equally to the total expression level and hence to the tRNA pool.

Although tRNAs have been extensively studied, until very recently many of the studies were performed on individual genes at the biochemical level. Only in recent years systematic genome-wide approaches started to complement the biochemical approach. These studies reveal a much more complex picture in which pol III occupancy, a proxy for tRNA transcription, varies within families and between tissues [17], [20]–[22]. Expression however does not equal function, and so far no systematic study has been carried out to decipher the specific contribution of each tRNA gene to the tRNA pool and to the cell's fitness.

To study the role of individual tRNAs and the architecture of the entire tRNA pool, we created a comprehensive tRNA deletion library in the yeast *Saccharomyces cerevisiae*. The library includes 204 deletions of nuclear-encoded tRNA genes out of the total 275 present in the yeast genome. In addition, we created double deletions of selected tRNA gene combinations and of specific tRNAs with a tRNA modifying enzyme. We developed a robotic method to screen and score various fitness parameters for these deletion strains, and applied it across various growth conditions. This systematic deletion library revealed an architecture of genetic interactions that feature extensive backup-compensations within and between tRNA families. Such compensation capacity endows the organism with robustness to environmental changes and to genetic mutations. We found that different copies within a tRNA family contribute differently to the organism's fitness, revealing a higher level of complexity in the tRNA pool's architecture, possibly at the regulatory level. Finally, we observed two distinct molecular signatures that underlie the cellular response to changes in the tRNA pool. First, the deletion of non-essential single-copy tRNA genes invoked proteotoxic stress responses, indicating a connection between aberrant tRNA availability and protein misfolding. Second, the deletion of representative tRNAs from multi-copy families triggered milder responses by up-regulating genes that are involved in the translation process. Together our results uncover the complex architecture of the tRNA pool reviling a profound effect on cellular fitness and physiology.

## Results

### Generation of a tRNA deletion library in *S. cerevisiae*

To gain a better understanding of the functional role of individual tRNA genes and their contribution to the tRNA pool, we created a comprehensive tRNA deletion library in *S. cerevisiae*, where in each strain a single nuclear–encoded tRNA gene was deleted. This methodology is based on recombining a selective marker into the genome at the expense of the deleted gene, as was done in the creation of the yeast ORF deletion library [23] (Figure 1A). A particular challenge in targeting specific tRNA genes for deletion by such a method stems from the high degree of sequence similarity within tRNA families, which can share 100% sequence identity. Consequently, in order to create specific gene deletions, we relied on unique sequences that overlap or flank the tRNA genes (see Supplemental text S1). Our tRNA deletion library contained 204 deletions out of the 275 nuclear-encoded tRNA genes identified in *S. cerevisiae* (see Materials and Methods). These deletions covered all 20 amino acids and 40 of the 42 anti-codon families. The remaining 71 tRNA genes were not deleted due to their complex genomic surrounding, since such deletions might affect neighboring potential features in their genomic vicinities. The library also consisted of 50 strains that represent various combinations of tRNA deletions, and co-deletions of selected tRNAs with the *TRM9* gene which codes for an enzyme that post-transcriptionally modifies tRNA molecules.

**Figure 1:**
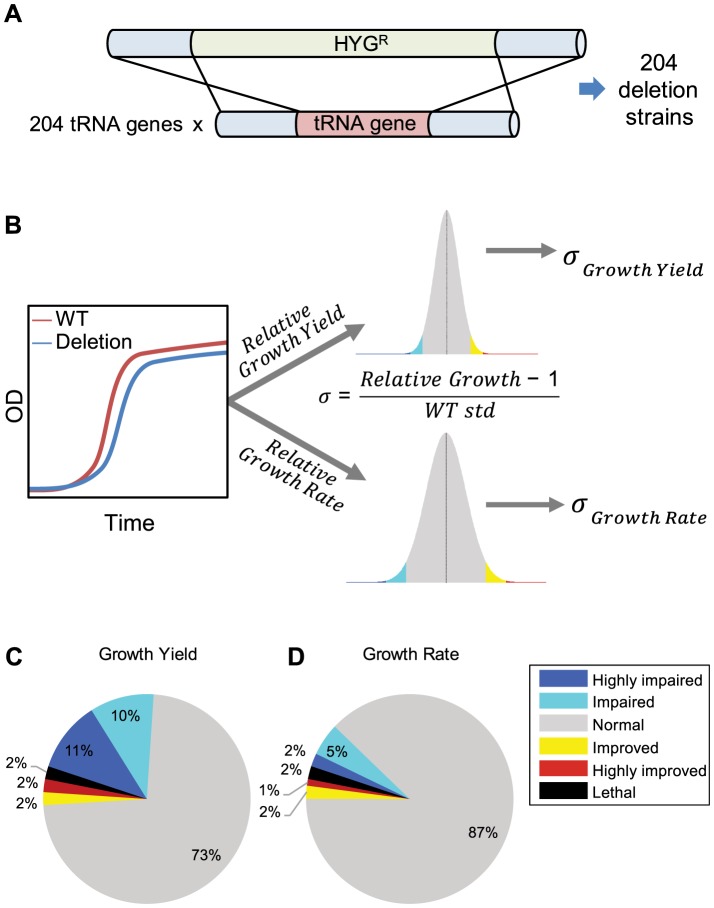
Creation and analysis of tRNA deletion library. (A) Schematic representation of the deletion process. 204 different tRNA strains were created using homologous recombination. In each strain, a different tRNA gene was replaced by a hygromycin B resistance marker. (B) Schematic representation of growth measurements, analysis, and scoring. For each strain, relative-growth-rate and relative-growth-yield are calculated in relation to the wild-type strain. These parameters are then projected on a distribution of the wild-type growth parameters. Sigma (σ) is calculated according to the formula and denotes the number of standard deviations from the mean of the wild-type (see also Supplemental figure S1A). The color in the histogram are areas were: σ<−3 (blue), −3<σ<−2 (cyan), 2<σ<3 (yellow) and 3<σ (red). The same color code is used to define phenotypes in the pie charts (C and D). (C–D) Distribution of phenotypes for the tRNA deletion library in rich medium, according to two growth parameters: relative growth yield (C) relative growth rate (D). Deletion strains were assigned to categories according to their σ values. Any absolute σ value larger than 2 was considered as non-normal phenotype, where negative sigma denotes impairment (worse than the wild-type) and positive sigma denotes improvement (better than the wild-type). Any absolute σ value larger than 3 was considered as a strong phenotype. Thus, highly impaired for σ<−3, impaired for −2>σ>−3, improved for 2<σ<3, and highly improved for σ>3, see also Supplemental figure S1B.

Although the majority of tRNA families contain multiple gene copies, there are six single-copy tRNA families in the *S. cerevisiae* genome. Out of these singleton families, four (*tS(CGA)*, *tR(CCG)*, *tQ(CAG) tT(CGU)*) were found to be essential in our analysis, which confirms previous reports [24]–[26](see Supplemental text S1). The remaining two singleton families (*tR(CCU)*, *tL(GAG)*) were identified as non-essential upon deletion. All the tRNA genes that belong to multi-copy families were non-essential upon deletion.

### Cells were robust to tRNA gene deletions in rich medium but reveal sensitivity in challenging conditions

To assess the contribution of each tRNA gene to cellular growth, we attempted to accurately characterize the growth dynamics of each deletion strain by implementing a robotic method to screen and score growth phenotypes of all tRNA deletion strains in a given growth condition. This fitness measurement approach allowed us to differentiate between physiological effects of the deletion under different growth phases, unlike the competition approaches for fitness measurement [27] that typically integrated all growth phases. We characterized each deletion strain by two growth parameters: growth rate and growth yield, the latter is defined as the size of the population upon entering stationary phase (Figure 1B and Supplemental figure S1A).

We began the characterization of the tRNA deletion library by growing the strains in rich medium. Under this condition, 13% of the deletion strains demonstrated a phenotype in growth rate and 27% showed a growth yield phenotype (Figure 1C–D and Supplemental figure S1B). Most strains exhibited a notable phenotype only in one of the two parameters. Strains that showed altered phenotypes in both growth rate and yield were rare (Supplemental figure S1B). Overall, most tRNA deletion strains did not exhibit any altered growth phenotype in rich medium, indicating robustness to tRNA gene deletion. Seven percent of the tRNA deletion strains resulted in growth improvement, suggesting that for some genes the cost of retaining them in the genome and/or expressing them may exceed their benefit in this condition. Similar observations were also made on a selection of protein-coding genes in this species [28]. Apart from the singletons whose deletion strains were often dead or exhibit impaired growth, we could not explain the observed growth phenotypes in growth rate or yield by either tRNA family size or amino acid identity (Supplemental figure S2). To further examine the phenotypes of the tRNA deletion strains, we calculated the correlation to the mRNA expression level of adjacent genes and found none (see, Supplemental table S1 figure S3 and Supplemental text S1).

Given that yeast cells are constantly exposed to varying environmental conditions, their tRNA repertoire should differentially accommodate growth in various environments. We next examine whether stressful conditions would retain the robustness observed in rich medium or reveal another set of condition-dependent growth phenotypes. We screened the deletion library under a diverse set of growth conditions including different metabolic challenges and stress-inducing reagents reported in previous studies [29]–[31]. The fact that the production of tRNA molecules is considered energetically costly [32] prompted us to explore the effect of carbon limitation, alternative carbon sources and minimal medium on tRNA essentiality.

Growing the tRNA deletion library under stressful conditions revealed condition-specific phenotypes (Figure 2A–D, Supplemental table S2). In all but one of the examined conditions (Dithiothreitol-DTT, a reducing agent that also inflicts a general protein-unfolding stress), robustness to tRNA gene deletion was maintained. In the DTT condition, the phenotypes were surprising: while multiple tRNA deletions exhibited impaired growth rates, many also demonstrated growth rate improvements (Figure 2B, 2D). As in the rich medium condition, we could not explain the observed growth phenotypes by either the family size, or the amino acid identity in all of the examined stress conditions.

**Figure 2:**
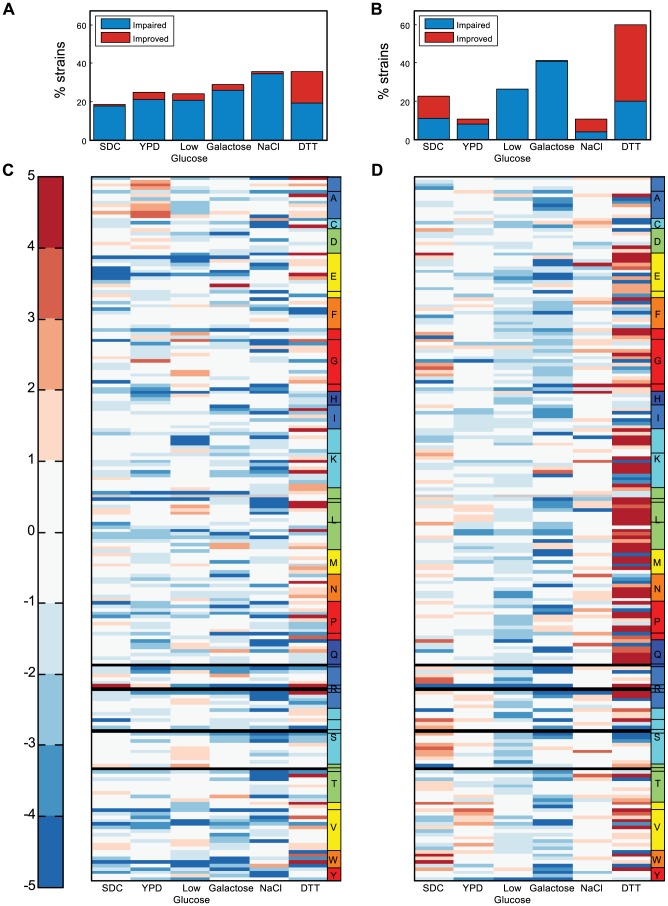
Screening the tRNA deletion library across various growth conditions. (A) Percent of strains exhibiting a growth yield phenotype in various conditions. The color indicates the type of phenotype: impaired (blue) or improved (red). (B) Percent of strains exhibiting a growth rate phenotype in various conditions. (C–D) The σ values measured for both the growth yield (C) and the growth rate (D) for all deletion strains across six conditions. The color bar indicates the σ values, red denoting improvement and blue impairment. Each row denotes a tRNA deletion strain and each column denotes different growth condition. Strains are ordered on the y-axis according to amino acids (denoted by letter) and further separated into families (denoted by lines within the amino-acid box). Black rows denote lethal strains. Gray rows indicate strains for which the respective value was not measured.

### Extensive redundancy underlies robustness to tRNA gene deletion

Our observations of robustness to tRNA gene deletions in rich medium, as well as several stressful growth conditions, prompted us to further explore the genetic architecture conferring this phenotype. Given that most tRNA families contain multiple gene copies, we hypothesized that at least part of the observed robustness might be the outcome of compensation provided by the remaining genes in the family. In addition, due to wobble-interactions, robustness may also be the outcome of compensation between families of the same isotype. Focusing on rich medium conditions, we generated selected combinations of multiple tRNA deletions. To examine the first possibility we created deletions of entire two-member and three-member tRNA families. As shown in figure 3A such family deletions resulted in either lethality (indicating a loss of the family's function), or viability with growth impairment (indicating a partial compensation of the family's function by other families).

**Figure 3:**
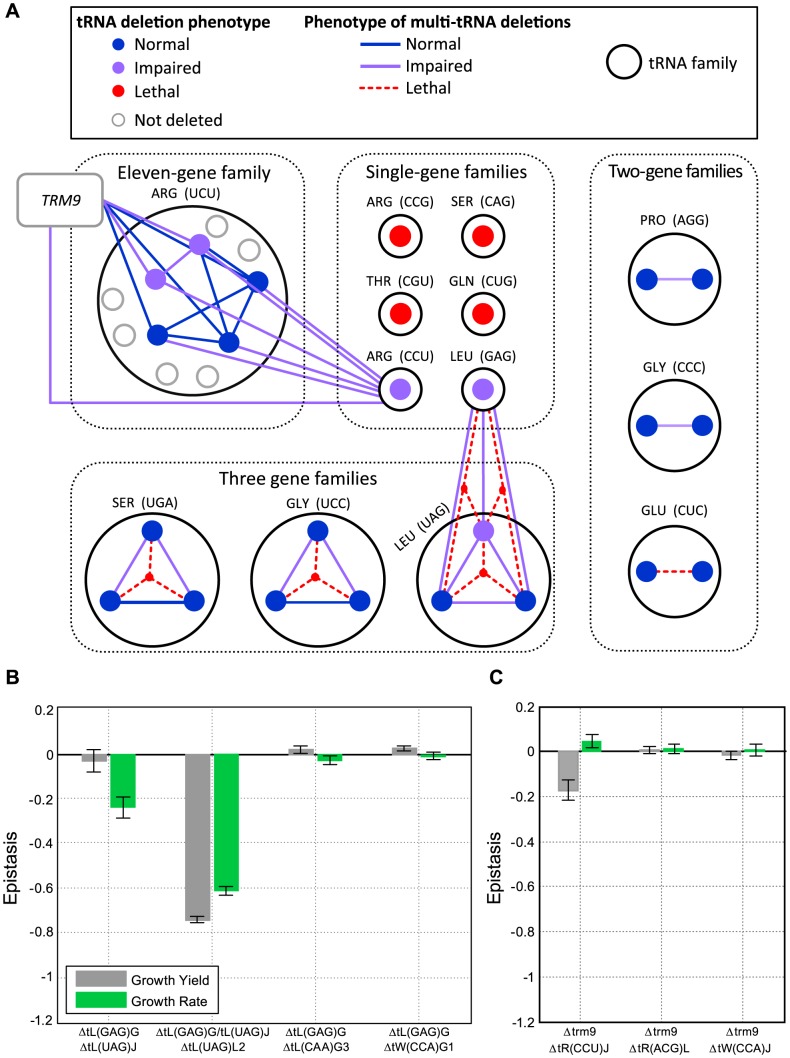
Extensive redundancy underlies robustness to tRNA gene deletion. (A) Schematic representation of the genetic interactions within and between tRNA families. Families are denoted by dark grey circles and grouped (black dashed line) according to their tRNA copy number. Each family is denoted by its anti-codon and amino-acid. A protein-coding gene i.e. *TRM9* is denoted by a grey box. Each filled circle indicates a tRNA deletion strain. The lines connecting the deletion strains denote a co-deletion of these genes (a multi-tRNAs deletion strain). The color of the filled circles and lines denote the severity of the growth phenotype for the respective strain: blue for normal growth, purple for impaired growth (worse than wild-type) and red for lethality. (B) Epistasis values for multi-tRNAs deletion strains which contain the deletion of *tL(GAG)* and either: one *tL(UAG)* gene, two *tL(UAG)* genes, *tL(CAA)* (which is a tRNA of different Leucine family), and *tW(CCA)* (which is a non-Leucine tRNA) as controls. (C) Epistasis values for multi-tRNAs deletion strains which contain the deletion of *trm9* with: the singleton *tR(CCU)*, and *tR(ACG)* which is a tRNA of different Arginine family and *tW(CCA)* which is a non- Arginine tRNA as controls. In both (B) and (C) epistasis values of the relative growth yield and growth rate are indicated in grey and green respectively. Data is presented as mean of 3 biological repetitions +/− SEM.

We then turned to examine in more detail the interactions within these essential three-gene families by examining the growth of various double deletion strains. Contrary to the common notion that suggests little or no functional redundancy between tRNA gene copies [13], we observed that in each of these families any one family member can sustain normal or near-normal fitness (Figure 3A, Supplemental figure S4A–B and Supplemental table S3). Similar observations were made for essential two-gene families upon one member's deletion (Figure 3A). Such results can either imply that yeast cells carry more tRNA copies than are actually needed to sustain growth under optimal growth conditions, or that a responsive backup mechanism might be at work, one that provides compensation by increasing the transcription of the remaining copies, as was previously observed in protein-coding genes [33]–[35]. We thus decided to investigate the expression levels of certain tRNA families, using RT-qPCR (Figure S5). For each deletion, we compared the expression level of the remaining copies belonging to the designated family to that of a wild-type strain. We observed in most strains an expected reduction in expression of the respective family. These findings suggest that in these families, tRNA supply exceeds the demand under rich medium conditions (Figure S5A). However in some cases there were no such decreases in expression, there were even observable increases, demonstrating that a responsive backup mechanism may have been at work, inducing the expression of the remaining family members following deletion of a certain member (Figure S5B).

Next, we turned to examine the surprising cases in which the deletion of an entire tRNA gene family resulted in a viable strain. We reasoned that in these cases a different type of compensation, which is based on wobble interactions across iso-acceptor families, came into play. To decipher this compensation mechanism we focused on the genetic interactions involving the two non-essential singleton families, *tL(GAG)* and *tR(CCU)* (Figure 3A).

In the absence of *tL(GAG)*, the members of the *tL(UAG)* family represent the sole tRNA that can decode the CUN Leucine codons, and might be a candidate for providing compensation upon deletion of *tL(GAG)* even though such decoding does not match the classic wobble rules [36]. Co-deletion of *tL(GAG)* with one of the *tL(UAG)* gene copies resulted in growth aggravation and negative epistasis. Deletion of the *tL(GAG)* together with two copies of the *tL(UAG)* family was lethal despite the fact that one copy of *tL(UAG)* still remained in the genome, indicating that a single *tL(UAG)* gene was insufficient to compensate for the loss of *tL(GAG)* (Figure 3B). The genetic interaction between *tL(UAG)* and *tL(GAG)* appeared specific, since co-deleting one copy of the *tL(UAG)* family together with two additional tRNA genes (*tL(CAA)G3* and *tW(CCA)G1)* did not generate observable epistasis in either case (Figure 3B). We thus concluded that the *tL(UAG)* family is partially redundant to the *tL(GAG)* family, yet such redundancy was not sufficient to completely compensate for the loss of *tL(GAG)*.

Similarly, the viability of the *tR(CCU)* deletion strain could be due to compensation provided by the 11 copies of the *tR(UCU)* family. Indeed the wobble rules are consistent with this assumption, but such interaction was never functionally demonstrated. Formally, demonstrating that the *tR(UCU)* family can compensate for the loss of the singleton *tR(CCU)* would amount to co-deleting all 12 tRNA genes. Looking for simpler means, we decided on a more economic, albeit indirect way. We co-deleted the singleton *tR(CCU)* with the Trm9 enzyme, which is responsible for methylating the third anticodon position of *tR(UCU)* and *tE(UUC)* [37]. It was previously shown that such methylation is needed for supporting the wobble interaction between *tR(UCU)* tRNAs and the AGG codon (the cognate codon of the CCU anti-codon) [37]. The *tR(CCU)*–*trm9* double deletion strain was viable, but exhibited an appreciable aggravation of growth yield (Figure 3A and 3C). Thus our results confirm that the methylated *tR(UCU)* family can partially compensate for the loss of *tR(CCU)*. We attempted to define a more general role for the Trm9 modification enzyme in modulating the compensation mechanism between tRNA families. To this end we created 10 additional double deletions of the enzyme along with each of 10 tRNA genes from two glutamic acid families, one that is modified by the enzyme and one that is reportedly not modified by the enzyme [38] (see Supplemental figure S6). No epistasis was detected between the enzyme and any of these 10 tRNAs and hence, the data cannot support or exclude a putative similar role of the enzyme beyond the *tR(UCU)* family.

We thus conclude that there are two mechanisms that can account for the observed robustness for tRNA deletions under favorable growth conditions. The first is redundancy within a family, and its efficiency appears to be independent of the number of remaining tRNA gene copies. The second is compensation between families, which operates via wobble interactions.

### Identical tRNA genes contributed differentially to cellular fitness

We then asked whether all copies within a family contribute equally to the tRNA pool. It is often implicitly assumed that all tRNA copies contribute similarly to the cellular tRNA pool. However, comparison of the growth parameters of tRNA deletions from the same family revealed marked differences between seemingly identical family members. In particular, under rich medium, 21 out of the 32 deletions examined from multi-copy families showed growth yield differences spanning a broad range of at least 10% (Figure 4A). Such differences were also detected in the growth rate parameter (Supplemental figure S7A) although they were less pronounced. We thus focus on the growth yield parameter in all further analysis. The phenomenon of differential contribution to fitness by different family members was further enhanced when we grew the deletion strains on more challenging conditions such as low glucose (Figure 4B and Supplemental figure S7B). To further investigate the genetic interactions between differentially contributing tRNA copies within a given family, we focused on the *tR(UCU)* family.

**Figure 4:**
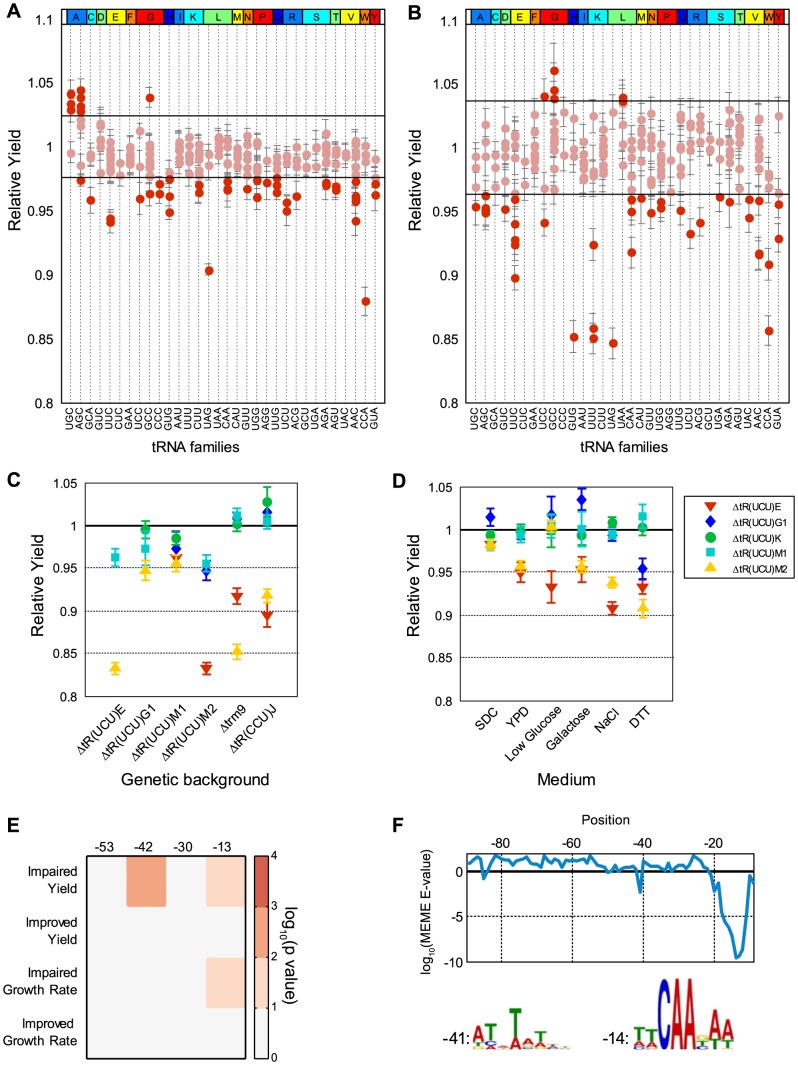
Differential contribution of identical tRNA gene copies. (A–B) Relative growth yield values of the tRNA deletion library strains in rich medium (A) and low glucose (B), sorted by anti-codon and amino-acid identity along the x-axis. Each dot along the vertical lines denotes the value (data are represented as mean of 3 biological repetitions +/− SEM) of a deletion strain of different tRNA gene of the respective family. The horizontal lines mark two standard deviations around the mean of the wild-type. Dots above or below these lines are considered non-normal phenotypes (see also Supplemental figure S7). (C) Relative growth yield values (data are presented as mean of 3 biological repetitions +/− SEM) of various double deletion combinations consisting of: five *tR(UCU)* family members, *tR(CCU)* and *trm9* deletion strains as indicated on the x-axis, along with the five members of the *tR(UCU)* family each denoted by a different shape and color in the legend. (D) Relative growth yield of the five *tR(UCU)* members across different growth conditions, indicated on the x-axis. (E) Enrichment of conserved elements in tRNA genes divided according to phenotype observed in rich media for each growth parameter. Each column in the matrix denotes a conserved element as defined by [42]. Color bar indicates the −log_10_ of the hypergeometric p-value. (F) log10 E-value found by the MEME software for the most significant motif in a 9 bp window starting from the position indicated by the x-axis. The LOGOs of the two significant motifs are displayed below, next to a number indicating its position. Position 0 is the first position of the mature tRNA.

The *tR(UCU)* family contains 11 identical copies in the genome, 5 of which were represented in our library. In rich medium, two copies (*tR(UCU)E* and *tR(UCU)M2*) showed appreciable reduction in growth yield (termed Major copies), while deletions of the other three copies (*tR(UCU)M1*, *tR(UCU)G1* and *tR(UCU)K*) grew essentially as the wild-type (termed Minor copies). Introducing a plasmid with the appropriate tRNA gene copy complemented the growth of all deleted copies (Supplemental figure S7C). To further assert the separation between the Major and Minor copies, we examined various pair-wise deletion combinations of these members. All pairs that included at least one Major member exhibited growth impairment upon deletion, while pairs that consisted of only Minor copies demonstrated either a slight growth defect or none at all (Figure 4C). Further analysis of genetic interactions of these family members with either the *TRM9* gene, or with the above mentioned *tR(CCU)* gene that belongs to a different Arginine family, revealed a similar effect (Figure 4C). These results indicate that the loss of different *tR(UCU)* genes in the same genetic background does not affect the phenotype equally, Major copies are more essential than Minor copies and as such are also more essential in providing compensation within the family.

We next turned to examine whether the hierarchy of Major and Minor copies is preserved across various stress conditions (Figure 4D). Examining essentiality in several conditions, we observed the same phenomenon in which Major copies demonstrated a stronger effect on growth compared to Minor copies in most stress conditions. We also noted that the Minor copies showed a diverse response ranging from slight growth improvement, wild-type level growth to observable growth impairment. A potential scenario may be one in which the Major copies always actively contribute to the pool, while the Minor copies might be recruited at times of need to maintain efficient translation. Thus, the loss of a Major copy could only be partially compensated by the remaining copies.

Following these observations, we turned to examine possible genetic elements that might promote the phenomenon of differential contribution. Since all family members have identical sequence, we hypothesized that differential contribution should be due to differences in the vicinity of tRNA genes. To demonstrate this notion we performed a complementation assay, introducing different tRNAs from the UCU family, along with 200 bp of their flanking sequences, to the *tR(UCU)M2* deletion strain. We observed different degrees of complementation. Given that different constructs differ only in the region flanking the tRNA gene, the variation in complementation capability can be attributed to the different sequences flanking the tRNA (Supplemental figure S7D). The effect of sequences that flank tRNA genes on their transcription was reported in multiple studies [39]–[42]. In one such study Giuliodori *et al.* [42] preformed an analysis of conserved sequence elements upstream of *S. cerevisiae* tRNA genes. They identified four conserved sequence elements located at positions −53 (T-rich), −42(TATA-like), −30(T-rich) and −13 (pol III TSS) with respect to the first nucleotide of the mature tRNA. We used these results to examine the entire tRNA deletion library and checked whether tRNA deletions that exhibited or that did not exhibit altered phenotype in rich medium revealed enrichment for any particular motif (Figure 4E). We found that deletions exhibiting phenotypes of growth impairment were significantly enriched for the presence of specific motifs. In particular, deleted strains that exhibited impairment in growth yield had an enrichment for the TATA-like motif at position −42. In addition, the TSS motif at position −13 was enriched in deletion strains that exhibited impairment in both growth rate and yield. To reinforce these observations, we ran the MEME motif search algorithm [43] to screen the upstream sequences of tRNA deleted strains exhibiting impaired growth yield for enriched motifs (see Materials and Methods). Two significant motifs were found that resemble those reported by Giuliodori *et al.* in both sequence and location (Figure 4F).

Together these results indicate that the contribution to the tRNA pool and cellular fitness of different copies of the same tRNA family are far from equal. We provide one possible explanation, which can account for the differential essentiality, implying that the sequences flanking tRNA genes play a role in determining their expression level.

### Physiological effects of tRNA gene deletions on protein folding

As mentioned above, screening the tRNA deletion library in the presence of the reducing agent Dithiothreitol (DTT), a drug that exerts a proteotoxic stress in the cell, showed severe phenotypic defect in many deletion mutants (Figure 2A, B). Yet, many of the strains that demonstrated growth reduction in other conditions were less sensitive than wild-type to this drug (Figure 2C, D). These findings point towards a connection between tRNA functionality and the protein folding state in the cells. To further explore this connection, we turned to thoroughly characterize a selection of tRNA deletions in the presence of various proteotoxic agents. We chose two deletion mutants that exhibited either impaired or wild-type growth under DTT, namely (*tR(UCU)M2 and tH(GUG)G1)*, both members of multi-copy families designated the MC group. In addition to the two viable single gene deletions (*tR(CCU)J* and *tL(GAG)G*), the initiator methionine *tiM(CAU)C* also demonstrated improved growth; we thus designated these three strains the SC group.

The various strains were treated with either DTT, Azetidine 2 carboxylic acid (AZC)- a toxic analog of proline [44], or Tunicamycin- a drug used to induce the unfolded protein response (UPR) in the endoplasmic reticulum (ER) [45]. The growth of each strain was characterized under each proteotoxic agent applied at several concentrations. The strains in the MC group demonstrated either growth impairment or wild-type growth under all examined conditions. However, the deletions of single-copy tRNAs and to some extent the imitator methionine demonstrated reduced sensitivity to all three proteotoxic agents (Figure 5A–C). The differences in relative growth for all the examined strains were apparent even at low concentrations and were consistent upon increase in the concentrations of these proteotoxic agents (Figure 5A–C).

**Figure 5:**
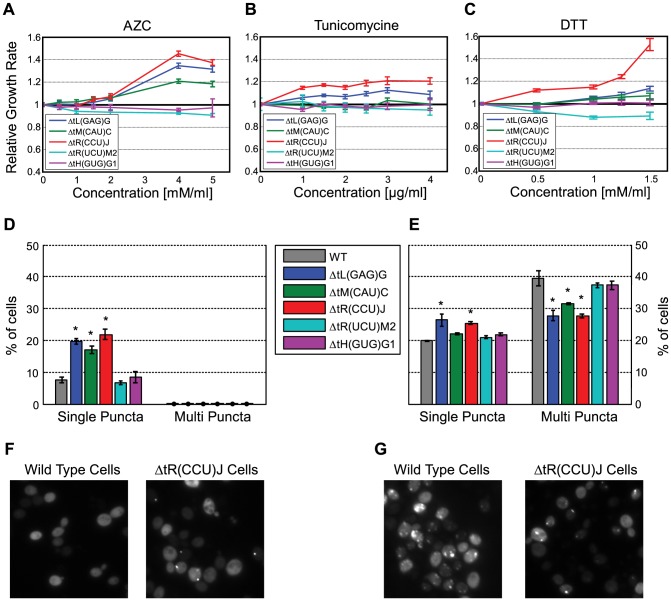
Changes in the tRNA pool affect protein folding. (A–C) Relative growth rate (compare to wild-type) of the following five deletion strain: *tL(GAG)G* (blue), *tR(CCU)J* (red), *tiM(CAU)C* (green), *tH(GUG)G1* (magenta) and *tR(UCU)M2* (cyan). Strains were grown in media supplemented with increasing concentrations of the following proteotoxic agent: AZC (A) Tunicamycin (B) DTT (C). (D) Percentage of cells that contain puncta in the populations of the above strains. (E) Percentage of cells that contain puncta in the populations of the above strains following treatment with 2.5 mM AZC. Data are presented as mean of 3 biological repetitions +/− SEM, in each repetition 500 cells were counted. (*) P<0.001 by Students *t*-test. (F–G) Images of representative fields for the wild-type and *tR(CCU)J* deletion strain, without treatment (F) and following treatment with 2.5 mM AZC (G).

The fact that the tRNA deletion strains from the SC group are resistant to proteotoxic agents led us to hypothesize that deleting these genes might inflict intrinsic and chronic misfolding stress, even at the absence of the drug. This stress results in the activation of relevant cellular response that protects cells from the aggravating effect of extrinsic proteotoxic stress. Such an effect is reminiscent of the cross protection effect observed between environmental stressors [46], yet here it is manifested between a genetic perturbation and an environmental stress.

To directly examine whether changes in the tRNA pool induce proteotoxic stress in these strains, we examined the state of the protein quality control machinery using the naturally unstructured human protein VHL as a proteotoxic stress reporter [47]. In this system, the VHL protein can be destined to one of two cellular localizations. If the cell experiences protein-folding stress, the heterologous protein VHL will aggregate in inclusions (or puncta) due to saturation of the protein quality control machinery. In contrast, under normal conditions, the quality control machinery is available to properly deal with this naturally unfolded heterologous protein, thus it remains soluble in the cytoplasm and no inclusions are formed. For each of the five deletion strains, we quantified the number of VHL inclusions (puncta) in populations of yeast cells. This analysis revealed that indeed the tRNA deletions in the SC group exhibited a significant increase in the number puncta containing cells relative to the wild-type (Figure 5D and 5F), indicating saturation of the quality control machinery caused by intrinsic proteotoxic stress. The MC group did not exhibit inherent proteotoxic stress; their puncta containing cells count resembled that of the wild-type.

The inherent chronic proteotoxic stress observed for the SC deletions might provide them with the capacity to respond better to an additional external proteotoxic stress. To further explore this possibility we examined the state of the protein quality control machinery upon extrinsic proteotoxic stress induced by treatment with AZC. Treating the wild-type cells with AZC resulted in a rapid accumulation of the VHL protein in stress foci, indicated by increase in the occurrence of multiple inclusions [48]. As anticipated, the behavior of the SC group demonstrated a significant increase in the presence of a single punctum upon AZC treatment, however the appearance of stress foci (multi-puncta) was significantly lower compared to the wild-type and to the MC group (Figure 5E and 5G). As in the previous experiment, the deletions of the MC group responded in a similar manner to that of the wild-type, displaying increased number of stress foci.

These results thus indicate that the deletion of some tRNA genes induced an inherent proteotoxic stress in the cell, demonstrating a physiological role of proper tRNA supply in protein folding by an undetermined mechanism. Such physiological response renders these cells relatively less sensitive, compared to other tRNA deletion strains and the wild-type, from the otherwise harmful effect of proteotoxic drugs.

### Different molecular responses to deletions of tRNAs from single and multiple copy families

To determine whether changes in the tRNA pool result in a distinct molecular signature, we examined the same set of tRNA deletions (SC and MC groups) using mRNA microarrays. 

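The expression set comprised 13 Affymetrix yeast 2.0 arrays of cultures grown in YPD at 30°C, 3 of wild type and 2 of each of 5 deletion strains. The SC group holds ΔtiM(CAU)C (the sample labels read tM(CAU) and name no gene copy, which was inferred from the article), ΔtR(CCU)J and ΔtL(GAG)G, with 6 arrays, and the MC group holds ΔtR(UCU)M2 and ΔtH(GUG)G1, with 4 arrays. Each array carries 10928 probe sets, and 5495 of them measure 5446 protein-coding genes of S. cerevisiae. The tRNA genes have no probe set, so the deletions themselves are not seen on these arrays. According to the methods, the authors adjusted the background with RMA and then normalized the arrays to each other. The deposited values are linear signals whose trimmed mean lay between 500.2 and 500.3 on every array, and their log2 was taken before any comparison. The median signal of the genes was 512 to 536 on the wild-type arrays, 539 to 626 on the SC arrays and 491 to 552 on the MC arrays. Background was set on each array at the 95th percentile of the probe sets for S. pombe genes, a signal of 12.9 to 21.5, and 96.5 to 98.3% of the genes lay above it. The number of arrays limits the precision. Each strain was compared with the mean of the 3 wild-type arrays, and the SC strains with the MC strains, in one limma model of all 13 arrays with 1 mean per strain. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05. The paper's text does not name the batch of each array. By their correlation with the wild-type arrays, the first SC replicates lay nearest to wild-type replicate 1, the first MC replicates to wild-type replicate 2, and the second replicates of all 5 strains to wild-type replicate 3. The median log2 difference of all genes was 0.17 in ΔtR(CCU)J and 0.11 between SC and MC, so gene lists are also given relative to all genes.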

For each strain, we measured genome-wide changes in mRNA levels compared to the wild-type, under rich growth conditions. 

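In ΔtR(CCU)J, which lacks the only gene of its family, 361 genes were higher and 105 lower than in wild type. Among the largest changes in ΔtR(CCU)J, TMA10 (YLR327C) rose by 2.24 on the log2 scale (standard error 0.40, adjusted p = 0.0189 from limma). The arginine biosynthesis genes ARG3 (YJL088W) and ARG1 (YOL058W) fell by 3.29 and fell by 2.22, and the cell wall mannoprotein gene TIR1 (YER011W) fell by 2.23. In ΔtiM(CAU)C, from a family of 5 genes, COS8 and MF(ALPHA)1 rose and no gene fell. In ΔtL(GAG)G, also a single-gene family, the same pair rose, and the histidine biosynthesis gene HIS2 (YFR025C) fell by 1.12 (standard error 0.14, adjusted p = 0.0215 from limma; up to 0.129 when 1 array was left out, and past 0.05 then for every array of wild type, ΔtiM(CAU)C and ΔtR(CCU)J and for ΔtL(GAG)G replicate 2). No gene passed the limma test in ΔtR(UCU)M2, from a family of 11 genes, or in ΔtH(GUG)G1, from a family of 7, where 72 and 95 genes had an unadjusted p under 0.05. Both counts lie below the share of 0.05 of the 5446 genes that no change gives on average. They are thus no sign of change, and the absence of calls does not show that nothing changed. The SD of the log2 fold changes over all 5446 genes was 0.495 in ΔtR(CCU)J, 0.374 in ΔtL(GAG)G, 0.310 in ΔtiM(CAU)C, 0.266 in ΔtR(UCU)M2 and 0.250 in ΔtH(GUG)G1, and was 0.308 for simulated strains with no change, with independent arrays. Absolute log2 fold changes over 1 were seen for 268, 106, 73, 58 and 51 genes in the same order of strains, and for 83.7 genes in the simulated strains. Among the 3992 genes with a mean log2 signal over 8, these counts were 84, 26, 8, 1 and 1, so most such changes were in dimmer genes. The SD over these 3992 genes was 0.393, 0.255, 0.187, 0.147 and 0.151. Growth rate in YPD, as the sigma values of the deletion library, was -5.78, -1.47, -1.99, 1.23 and 0.895 in that order. The sigma values of growth yield in YPD were 1.47, -4.96, -0.408, -3.61 and -4.31, and did not follow the extent of the changes. With 5 strains no correlation was computed. The count in ΔtR(CCU)J was 24 genes without its replicate 1, when TMA10, ARG3 and ARG1 no longer passed, 142 to 269 without wild-type replicate 1, 2 or 3, 188 without either ΔtiM(CAU)C array and 224 without either ΔtL(GAG)G array. After each array was centred on its median, 75 genes were higher and 153 lower in ΔtR(CCU)J. A fit of only its arrays and those of wild type called 5 genes, and one with the inferred array batch as a block 1227.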

The expression changes we observed were modest and demonstrated a correlation between the essentiality of the tRNA gene and the extent of changes in mRNA expression upon its loss. 

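Over the 2723 genes with the highest variance across the 5 strains, the log2 fold changes of the SC strains resembled each other. Pearson's r across genes was 0.586 between ΔtiM(CAU)C and ΔtL(GAG)G, 0.471 between ΔtR(CCU)J and ΔtL(GAG)G, and 0.443 between ΔtiM(CAU)C and ΔtR(CCU)J. Part of this rests on COS8 and MF(ALPHA)1: without them, a choice made after the data were seen, the mean r within groups was 0.435 in place of 0.495 and between groups 0.144 in place of 0.125, and the last merge still parted SC from MC. The MC strains ΔtR(UCU)M2 and ΔtH(GUG)G1 had an r of 0.479, and the pairs of an SC and an MC strain had an r from -0.01 to 0.29. Average linkage on 1 minus r joined ΔtiM(CAU)C with ΔtL(GAG)G first, and its last merge joined the 3 SC strains to the 2 MC strains. All strains share the wild-type arrays, and 200 simulations of strains with no change gave an r of 0.376 for any such pair. The simulations treat arrays as independent, whereas batches that SC and MC arrays do not share would raise r within groups and lower it between them with no change, so these r are not set against that value. Genes are not independent replicates, so no p is given. The last merge set ΔtR(UCU)M2 apart alone when ΔtH(GUG)G1 replicate 1 was left out. It set ΔtR(CCU)J apart alone when each strain mean was compared with the single or paired wild-type arrays closest to Supplemental table S4. For ΔtR(CCU)J this pair was replicates 1 and 2, although the mean of all 3 wild-type arrays came closer. The mean r within groups minus that between groups was 0.370 with all arrays, 0.313 with the inferred array batch as a block, 0.443 with the first replicates and 0.162 with the second replicates, and in each case the last merge parted SC from MC.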

Hierarchical clustering of the strains according to similarity in expression changes (Fig. 6A and supplemental figure S8), revealed that the strains could be divided into two groups recapitulating the division to the SC and MC groups. An example for this division can be found in the pronounced effect observed for the *COS8* gene. This gene was extremely up-regulated (about 16 fold) in the SC group while unchanged in the MC group (Figure 6B). These results suggest different molecular signatures for the two groups, which are also related to the proteotoxic stress response.

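COS8 (YHL048W), a subtelomeric gene of the COS family of membrane proteins, was near the array background in wild type and in the MC strains and well above it on every SC array. Its log2 signal was 8.96 ± 0.39 (SD, n = 6 arrays) in the SC group, 3.86 ± 0.80 (SD, n = 4) in the MC group and 4.34 ± 0.32 (SD, n = 3) in wild type. Against wild type, the log2 fold change was 4.97 in ΔtL(GAG)G, 4.61 in ΔtiM(CAU)C and 4.28 in ΔtR(CCU)J, with a standard error of 0.36 and limma adjusted p values of 0.000276, 0.000558 and 0.000735. In ΔtH(GUG)G1 it was 0.02 (adjusted p = 1.0 from limma), and both ΔtR(UCU)M2 arrays were at the background, where no fold is meaningful. The lowest SC array lay 9.66-fold above the highest of the other 7 arrays. MF(ALPHA)1 (YPL187W), the alpha-factor gene that the stated strain genotype lists as deleted, had a log2 signal of 12.67 ± 0.15 (SD, n = 6) in the SC group and 3.43 ± 0.76 (SD, n = 4) in the MC group, and was at or near the background in wild type. For both genes every SC array was above every MC array. For COS8 a two-sided exact permutation test of 6 against 4 arrays gave p = 0.00952; it takes the 2 arrays of a strain as independent, and the 5 strains allow only 10 splits, too few for a p under 0.05. The fitted log2 difference of COS8 in SC minus MC was 5.10 (adjusted p = 8.4e-06 from limma), and at least 4.79 with signals under the array background raised to it. Within replicate 2 it was 5.39 (adjusted p from limma 0.0109), and within replicate 1, where SC and MC arrays resembled different wild-type arrays, 4.81 (adjusted p from limma 0.0562).

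**Figure D1:**
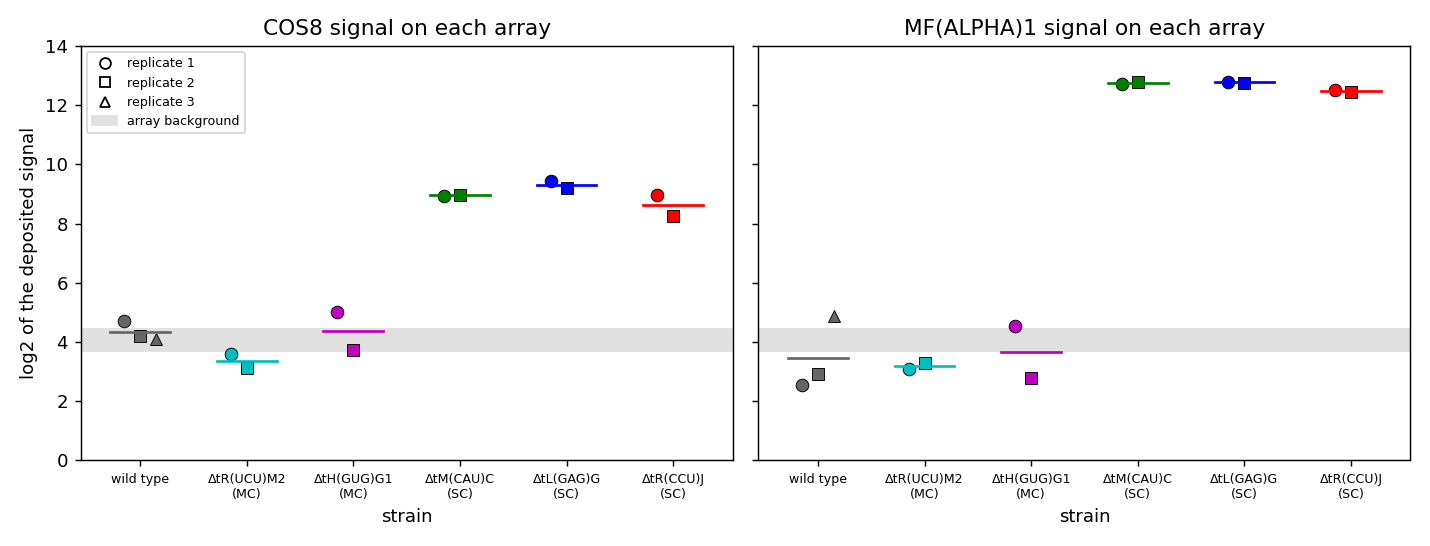
Log2 of the deposited signal of COS8 and MF(ALPHA)1 on each of the 13 arrays, by strain, with 1 symbol per array and the strain mean as a line; the grey band spans the array backgrounds. The 6 SC arrays lie from 8.27 to 9.42 for COS8 and from 12.44 to 12.80 for MF(ALPHA)1, above all other arrays.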

**Figure 6:**
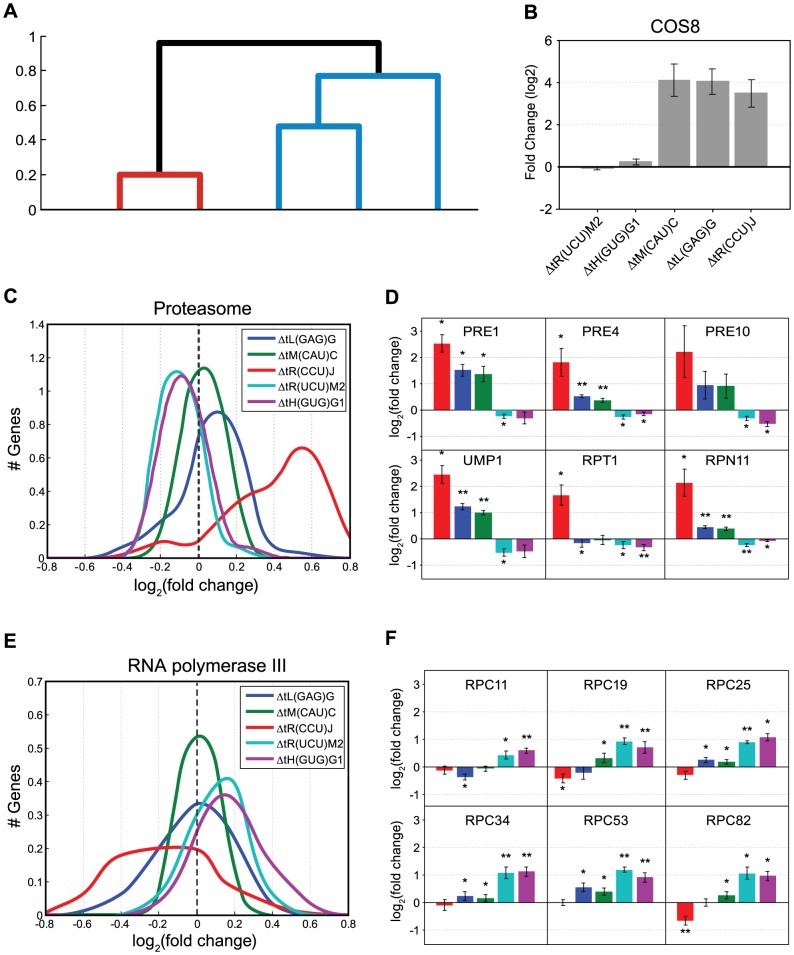
Molecular response to changes in the tRNA pool. (A) Dendrogram created by clustering changes in gene expression for five representative deletion strains, for more information see Materials and Methods. (B) Fold change of the *COS8* (*YHL048W*) mRNA levels in each of the five deletion strains as measured by microarrays. (C) The fold change distribution of mRNA levels as measured by microarrays, of genes composing the Proteasome pathway by the KEGG database [49], for each of the listed tRNA deletion strains. (D) mRNA Fold change of 6 representative genes from the proteasome pathway measured by RT-qPCR. Presented values are the mean of 3 biological repetitions +/− SEM. The strain colors are as in (C). If the mRNA fold change in a specific strain is significantly different from 0 (*t*-test) it is marked with:* (p<0.05) or ** (p<0.005). (E) The fold change distribution of mRNA levels as measured by microarrays, of genes composing the Pol III RNA Polymerase machinery module by the KEGG database, for each tRNA deletion strain. (F) mRNA Fold change of 6 representative genes from the Pol III KEGG module measured by RT-qPCR. Presented values are the mean of 3 biological repetitions +/− SEM. The strain colors are as in figure (C). If the mRNA fold change in a specific strain is significantly different from 0 (*t*-test) it is marked with:* (p<0.05) or ** (p<0.005). In all the sub-figures (C,D,E,F) values are plotted for the same five deletion strains: *tL(GAG)G* (blue), *tR(CCU)J* (red), *tiM(CAU)C* (green), *tH(GUG)G1* (magenta) and *tR(UCU)M2* (cyan).

To determine the responses and the underling molecular pathways that differentiate these two groups, we examined which KEGG pathways [49], [50] differentiate between them. We used Gene Set Enrichment Analysis (GSEA), a computational software which determines whether a defined set of genes shows statistically significant differences between two biological states [51], [52]. This analysis revealed a somewhat opposite signature between the two groups (Table 1 and supplemental figure S8). 

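Between the SC and the MC strains 12 genes differed, 9 higher and 3 lower in SC. Besides COS8 and MF(ALPHA)1, the amino acid permease gene GAP1 (YKR039W) was 1.65 higher on the log2 scale (standard error 0.25, adjusted p = 0.0445 from limma). The permease gene AGP2 (YBR132C) was 1.11 higher, the glutamate dehydrogenase gene GDH1 (YOR375C) 1.08 and the trehalose synthesis gene TSL1 (YML100W) 0.99. Of the genes lower in SC, the biotin synthesis gene BIO4 (YNR057C) differed by -0.94 and the ribose-5-phosphate isomerase gene RKI1 (YOR095C) by -0.49. Of 39 gene lists fixed beforehand, 25 passed limma's camera test with a preset correlation between genes of 0.01, 6 higher and 19 lower in SC. Proteasome, heat shock chaperone, general stress and storage carbohydrate genes were among the higher ones, and ribosomal proteins, ribosome biogenesis, RNA polymerases and amino acid biosynthesis among the lower ones. With an estimated correlation 0 of the 39 lists passed, and the smallest adjusted p was 0.147. Lists of the pathways that the study reports were chosen from these arrays, so they are not independent evidence of direction. With the replicate number as a block, 57 genes differed, among them all 12, and 25 lists passed. That block does not part the SC and MC arrays of replicate 1, which resembled different wild-type arrays. Within replicate 1 and within replicate 2, 2 genes each and 22 and 24 lists passed. With the wild-type control matched to Supplemental table S4 2 of the 12 passed, with strain means as replicates 2, with strain as a random block 3, and with the inferred array batch as a block 4. Over 32 alternatives GAP1 passed in 13, AGP2 in 14, GDH1 in 18, TSL1 in 22, BIO4 in 14 and RKI1 in 11. YLL066W-B and SHP1, also among the 12, passed in 24 and 10. The mean log2 signal of YLL066W-B was 8.24 on the SC arrays and 6.99 on all others. Leaving out 1 array gave 649 genes without ΔtH(GUG)G1 replicate 2, 140 without wild-type replicate 2, 65 without ΔtR(CCU)J replicate 2, 8 without ΔtR(CCU)J replicate 1, 4 without any 1 array of ΔtiM(CAU)C or ΔtL(GAG)G, 5 or 3 without replicate 1 or 2 of ΔtR(UCU)M2, and 2, COS8 and MF(ALPHA)1, without ΔtH(GUG)G1 replicate 1.

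**Figure D2:**
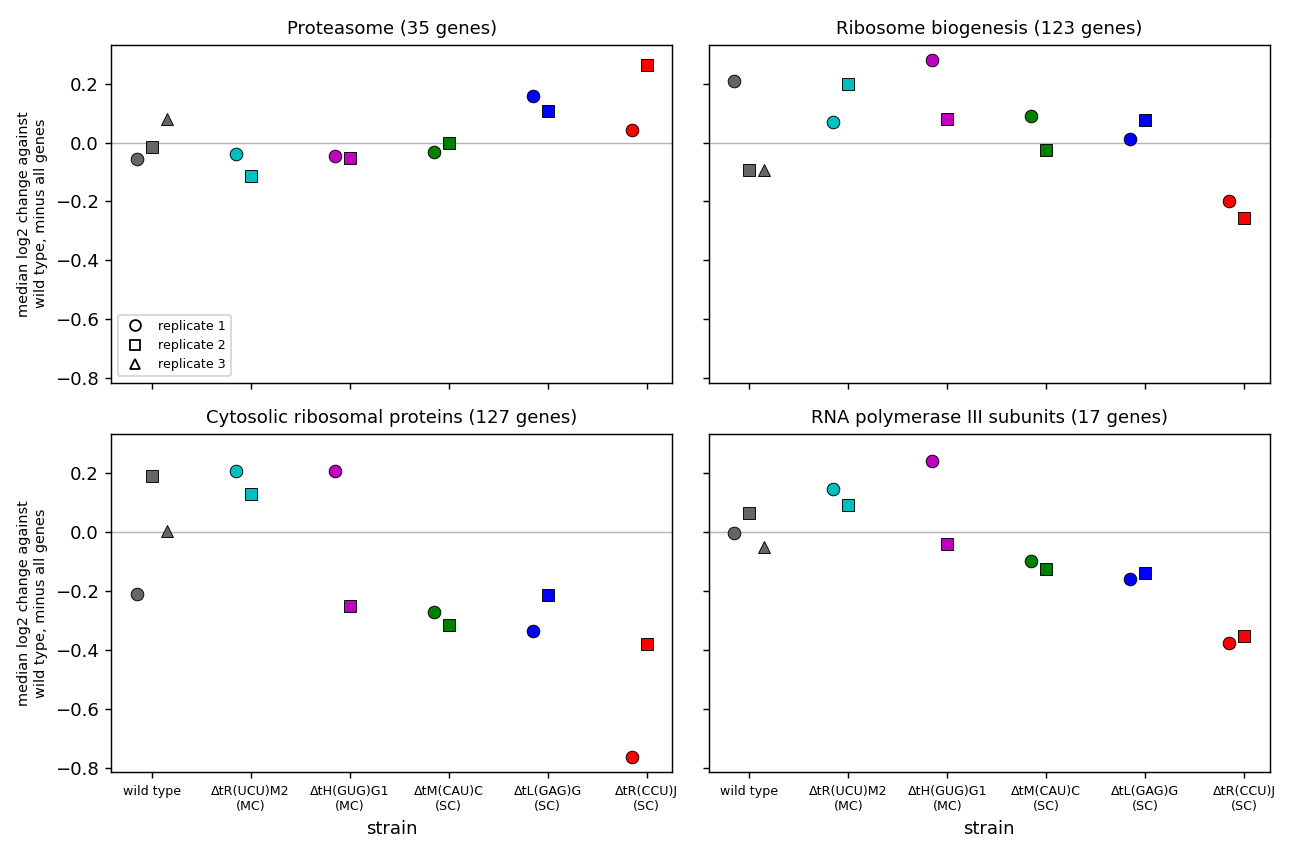
Median log2 change of 4 gene lists against the mean of the wild-type arrays, minus the median of all genes, on each of the 13 arrays by strain, with 1 symbol per array. The ribosomal protein medians of the SC arrays lie from -0.76 to -0.21, and those of the wild-type arrays from -0.21 to 0.19.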

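Each of the 35 measured proteasome genes had a higher mean in the SC than in the MC strains, with a median difference of 0.23 on the log2 scale against 0.11 for all genes. No single one passed the test over all genes, and 16 were higher and 0 lower when adjusted over the list alone. RPN12 (YFR052W) of the regulatory lid was 0.36 higher (standard error 0.07, adjusted p = 0.0529 from limma), RPT5 (YOR117W), an ATPase of the base, 0.40 (standard error 0.08) and the assembly factor UMP1 (YBR173C) 0.36 (standard error 0.08). Of 41 genes of protein folding and degradation at the endoplasmic reticulum, 31 had a higher mean in SC, with a median of 0.14, and 0 passed over all genes or adjusted over the list alone. In this list the degradation genes HRD3 (YLR207W) and USA1 (YML029W) had differences of 0.47 and 0.39. Of 15 targets of the unfolded protein response in the endoplasmic reticulum lumen, 12 had a higher mean in SC. By limma's camera test the proteasome list was higher in SC (adjusted p = 1.3e-05), with adjusted p = 0.285 with an estimated correlation. The endoplasmic reticulum list had an adjusted p of 0.208 and the list of unfolded protein response targets one of 0.285. Without ΔtR(CCU)J the endoplasmic reticulum list had an adjusted p of 0.0335. Within replicate 1 and replicate 2 the proteasome list had camera adjusted p values of 0.0477 and 1.4e-05. Proteasome and endoplasmic reticulum processing were chosen by the study on these arrays, so their direction here is not independent evidence.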

Pathways which are responsive to proteotoxic stress such as the Proteasome (FDR q-value<1E-5) and Protein processing in endoplasmic reticulum (FDR q-value 2E-3) were significantly induced in the SC group relative to the MC group. While in the MC groups, translation-related pathways such as Ribosome biogenesis (FDR q-value<1E-5) and Ribosome (FDR q-value 1E-4) were significantly induced compared to the SC group.

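Genes for the cytosolic ribosome were lower in the SC than in the MC strains. Of 127 ribosomal protein genes, 1 had a higher mean in SC, with a median difference for the list of -0.35 on the log2 scale, and 121 were lower and 0 higher when adjusted over the list alone, while 0 passed over all genes. RPL22B (YFL034C-A) had a difference of -0.40 (standard error 0.10) and RPL15A (YLR029C) one of -0.42 (standard error 0.11). Of 123 ribosome biogenesis genes, 24 had a higher mean in SC, with a median of -0.11, and 2 were lower adjusted over the list alone. In this list LOC1 (YFR001W) and IMP4 (YNL075W) had differences of -0.54 and -0.45. By camera the ribosomal proteins (adjusted p = 4.4e-48) and ribosome biogenesis (adjusted p = 8.7e-11) were lower in SC, with adjusted p = 0.250 and adjusted p = 0.358 with an estimated correlation. Both pathways were picked by the study on these arrays, which is not independent evidence of their direction. Relative to all genes, the ribosomal protein median was -0.67 within replicate 1 and -0.23 within replicate 2. After quantile normalization the camera test of the cytosolic ribosomal proteins between SC and MC gave an adjusted p of 0.0997. The wild-type arrays themselves ranged from -0.21 to 0.19 in the median of the ribosomal proteins relative to all genes, and the ΔtH(GUG)G1 arrays had 0.21 and -0.25.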

**Table 1:** KEGG pathways differentiating between tRNA deletion sets.

Higher in SC than in MC	Higher in MC than in SC
Proteasome (<1E-5)	Ribosome biogenesis in eukaryotes (<1E-5)
Oxidative phosphorylation (<1E-5)	RNA polymerase (<1E-5)
Endocytosis(2E-3)	Phenylalanine, tyrosine and tryptophan biosynthesis (<1E-5)
SNARE interactions in vesicular transport (2E-3)	Pyrimidine metabolism (5E-5)
Protein processing in endoplasmic reticulum (2E-3)	Ribosome (1E-4)
Starch and sucrose metabolism (2E-3)	Lysine biosynthesis (1E-4)
Citrate cycle (TCA cycle) (0.01)	Histidine metabolism (4E-4)
Meiosis (0.01)	Cysteine and methionine metabolism (4E-4)
Homologous recombination (0.02)	Riboflavin metabolism (5E-3)
Mismatch Repair (0.02)	Arginine and proline metabolism (8E-3)
Cell cycle (0.02)	Valine, leucine and isoleucine biosynthesis (0.01)
MAPK signaling pathway - yeast (0.02)	Purine metabolism (0.03)
Fructose and mannose metabolism (0.02)	Sulfur metabolism (0.03)
Nitrogen Metabolism (0.02)	Tyrosine Metabolism (0.03)
Phagosome (0.03)	Folate biosynthesis (0.04)

KEGG pathways [49] for which changes in genes expression are significantly different between the two groups of tRNA deletion strains: MC (multi-copy) group (*ΔtH(GUG)G1* and *ΔtR(UCU)M2*) vs. SC (single-copy) group (*ΔtL(GAG)G*, *ΔtR(CCU)J*, *ΔtiM(CAU)C*) calculated with GSEA [51], [52]. In the first column are pathways, which are higher in SC vs. MC and vice versa in the second column. The values are corrected for multiple hypothesis and the FDR q-values are indicated next to each pathway.

To further characterize these differences we focused on specific pathways. A more detailed examination of the expression changes observed for all the genes that constitute the proteasome complex revealed an up-regulation to various extents in response to deletion of tRNAs from the SC group. The MC group demonstrated no change and even a slight down-regulation of these genes (Figure 6C), a trend which was further verified using RT-qPCR (Figure 6D). These observations establish the notion that cells experience proteotoxic stress upon deletion of members of the SC group. 

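Strain by strain against wild type, the proteasome genes of ΔtR(CCU)J had a median log2 fold change of 0.34, and 31 of 35 were positive. There 4 rose over all genes, and 15 were higher and 1 lower adjusted over the list alone. UMP1 was 0.56 higher (standard error 0.11, adjusted p = 0.0252 from limma) and RPN12 0.51 higher (adjusted p = 0.0258). In ΔtL(GAG)G the median was 0.18 with 28 positive members, and in ΔtiM(CAU)C 0.05, also with 28 positive. In ΔtR(UCU)M2 the median was -0.09 with 3 positive members, and in ΔtH(GUG)G1 -0.06 with 7 positive. No single proteasome gene passed in these 4 strains, over all genes or adjusted over the list alone. By limma's camera test the list was higher relative to all genes in ΔtR(CCU)J (adjusted p = 0.00198) and ΔtL(GAG)G (adjusted p = 0.000185), lower in ΔtR(UCU)M2 (adjusted p = 0.00613) and ΔtH(GUG)G1 (adjusted p = 0.0291), and did not differ detectably in ΔtiM(CAU)C (adjusted p = 0.973). With an estimated correlation the values were adjusted p = 0.435, 0.588, 0.587, 0.793 and 0.989 in the same order. Leaving out ΔtR(CCU)J replicate 2 gave an adjusted p of 0.265 in that strain, leaving out ΔtR(UCU)M2 replicate 2 or wild-type replicate 3 gave 0.446 or 0.419 for the proteasome in tR(UCU)M2 deletion cells, and leaving out ΔtH(GUG)G1 replicate 1 or wild-type replicate 3 gave 0.274 or 0.718 for the proteasome in tH(GUG)G1 deletion cells. From the higher proteasome expression in the SC group and the absence of a rise in the MC group, in arrays and RT-qPCR (Figure 6C and 6D), the paper concludes that cells lacking a tRNA gene of the SC group experience proteotoxic stress. It had also examined such stress directly with the VHL reporter and found more cells with inclusions in the SC strains. These strains were reported as less sensitive to proteotoxic agents, ΔtiM(CAU)C to some extent.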

A further indication of proteotoxic stress in these deletion strains is the up regulation of *COS8*. 

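The other measured COS genes did not follow COS8. COS2, COS4, COS6, COS7, COS9 and COS10 had SC minus MC log2 differences from -0.22 to 0.10, and COS12 (YGL263W) one of -1.27 (standard error 0.46, adjusted p = 0.105 from limma). Of the 8 measured members COS8 alone passed over all genes between SC and MC. The family as a list did not pass limma's camera test (adjusted p = 0.760). IRE1 (YHR079C), the sensor of the unfolded protein response, differed by 0.07 (standard error 0.17, adjusted p = 0.813 from limma). Of 22 cytosolic heat shock chaperones, 19 had a higher mean in SC, with a median difference of 0.74, and 8 were higher and 0 lower adjusted over the list alone, while 0 passed over all genes. HSP104 (YLL026W), a disaggregase, was 1.36 higher (standard error 0.27, adjusted p = 0.0505 from limma), SSA4 (YER103W), a stress-induced Hsp70, 1.29 (standard error 0.23) and the Hsp40 gene SIS1 (YNL007C) 1.13 (standard error 0.21). The chaperone list was higher in SC by camera (adjusted p = 0.00146, and adjusted p = 0.451 with an estimated correlation). Its median relative to all genes was 0.66 within replicate 1 and 0.19 within replicate 2. Against wild type the chaperone list passed, counted in either direction, under 24 of 26 alternatives in ΔtiM(CAU)C and 6 in ΔtR(CCU)J. It passed under 5 in ΔtL(GAG)G, 4 in ΔtR(UCU)M2 and 2 in ΔtH(GUG)G1, so the SC strains did not share a stable call.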

The exact biological function of this gene is still unclear, it was however found to interacts with *IRE1*, which is a hallmark regulator of the unfolding stress response [53].

An interesting distinction between the groups was also observed in the pathway consisting of the RNA polymerase machinery. 

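RNA polymerase genes were lower in the SC than in the MC strains. Of 17 RNA polymerase III subunit genes, 15 had a lower mean in SC, with a median difference of -0.22 on the log2 scale; 0 passed over all genes, and 3 were lower and 1 higher adjusted over the list alone. RPC40 (YPR110C) and RPC19 (YNL113W), which polymerases I and III share, had differences of -0.47 (standard error 0.10) and -0.35 (standard error 0.10), and RPB5 (YBR154C), shared by all polymerases, one of -0.31 (standard error 0.08). The 10 subunits found in polymerase III alone had a median of -0.17, the 12 of polymerase II one of -0.17 and the 9 of polymerase I that are not shared with polymerase II one of -0.15. Camera called all 4 lists lower in SC, with adjusted p values of 1.4e-06 for polymerase III, 0.00581 for its own subunits, 0.000649 for polymerase II and 0.00117 for polymerase I. With an estimated correlation these became adjusted p = 0.147, 0.233, 0.250 and 0.285. The study reported this pathway from the same arrays, so the direction is not independent evidence. Within replicate 2 the polymerase III list had a camera adjusted p of 0.000113 and the polymerase II list one of 0.0691; within replicate 1 they had 0.000108 and 0.00136.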

Expression of genes that belong to this pathway were up-regulated only in the MC group (Table 1). Separating the RNA polymerase genes into modules corresponding to the different polymerases, revealed an interesting pattern. While the genes that encode RNA Pol II subunits did not change in any of the tRNA deletion strains (Supplemental figure S9), the genes encoding RNA Pol III machinery (the polymerase responsible for tRNA gene transcription) demonstrated up-regulation in the MC group and no change or even down regulation in the SC group (Figure 6E). These results were further verified by RT-qPCR (Figure 6F). 

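Against wild type, 15 of 17 RNA polymerase III genes had a positive change in ΔtR(UCU)M2, with a median log2 fold change of 0.08, and 15 of 17 in ΔtH(GUG)G1, with a median of 0.12. The medians were -0.22 in ΔtR(CCU)J, -0.07 in ΔtL(GAG)G and -0.04 in ΔtiM(CAU)C. In ΔtR(CCU)J RPC40 fell by 0.99 (standard error 0.14, adjusted p = 0.0107 from limma), and in ΔtH(GUG)G1 RPC53 (YDL150W) and RPC34 (YNR003C) had changes of 0.28 and 0.27, neither past the test over all genes. Relative to all genes the polymerase III list was higher in ΔtR(UCU)M2 (camera adjusted p = 0.00212) and ΔtH(GUG)G1 (adjusted p = 0.000532) and lower in ΔtR(CCU)J (adjusted p = 0.000753), with adjusted p = 0.587, 0.496 and 0.260 with an estimated correlation. The 10 subunits that polymerase III does not share had camera adjusted p = 0.0192, 0.000102 and 0.338 in ΔtR(UCU)M2, ΔtH(GUG)G1 and ΔtR(CCU)J (medians 0.08, 0.16 and -0.02), and 0.587, 0.235 and 0.607 with an estimated correlation. In ΔtR(CCU)J they passed under 0 of 26 alternatives. Their median there still lay below the 0.17 of all genes, so whether the lower call extends to these 10 genes is not settled. In ΔtiM(CAU)C and ΔtL(GAG)G the adjusted p of the whole list was 0.149 and 0.0625. The 12 polymerase II genes had medians of -0.09 in ΔtiM(CAU)C, -0.22 in ΔtR(CCU)J, -0.14 in ΔtL(GAG)G, 0.02 in ΔtR(UCU)M2 and -0.03 in ΔtH(GUG)G1, and 0 of them passed over all genes in any strain. As a list they were lower relative to all genes in the 3 SC strains by camera (adjusted p = 0.00337, 0.00144 and 0.0117). With an estimated correlation the values were adjusted p = 0.340, 0.313 and 0.588. In the MC strains the camera adjusted p was 0.253 and 0.839. Some of these 12 genes are shared with the other polymerases, and the unshared ones were not tested alone. Leaving out ΔtH(GUG)G1 replicate 1 gave an adjusted p of 0.956 for the RNA polymerase III subunits in tH(GUG)G1 deletion cells, and leaving out ΔtR(UCU)M2 replicate 1 or wild-type replicate 3 gave 0.123 or 0.0659 for the RNA polymerase III subunits in tR(UCU)M2 deletion cells. For the RNA polymerase III subunits in tM(CAU)C deletion cells it was 0.0458 without their replicate 1, and for the RNA polymerase III subunits in tL(GAG)G deletion cells 0.0259 without wild-type replicate 3 and 0.0479 without either ΔtH(GUG)G1 array. For the RNA polymerase II subunits in tM(CAU)C deletion cells it was 0.0504 without wild-type replicate 2 and 0.0655 without their replicate 2, and for the RNA polymerase II subunits in tL(GAG)G deletion cells 0.0622 without wild-type replicate 2 and 0.0901 without their replicate 1.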

Up-regulation of the pol III machinery for the MC group may suggest that in some MC deletion strains, the transcription of the remaining tRNA genes could increase, thus providing a possible molecular mechanism for backup compensation within families. Such response to deletions of tRNAs from the MC group could indicate the presence of a negative feedback loop, allowing the cell to respond to changes in the tRNA pool in the attempt to regain steady state levels.

## Discussion

In this study, we investigated the genetic architecture of the tRNA pool and its effect on cellular fitness using a comprehensive tRNA deletion library. We found extensive dispensability of many tRNA genes, especially under optimal growth conditions. Such lack of essentiality has been studied in protein-coding genes, and is often interpreted to reveal a role for partially redundant genes and pathways providing backup compensation for the deleted gene [33], [34], [54]–[56]. Similar design principles are displayed in the architecture of tRNA genes, which exhibited significant gene redundancy and compensation (either partial or complete) among family members. An additional reason for apparent lack of essentiality of genes is the limited set of examined environmental challenges, and it was indeed shown for protein-coding genes that challenging gene deletion libraries to less favorable conditions exposes more essentiality [57], [58]. We showed that a similar situation holds for tRNA genes. We found condition-specific functional roles for tRNAs, demonstrating increased demand for certain tRNA genes under certain defined conditions. This implies that the compensation within tRNA families changes across conditions. Such changes in the essentiality of tRNA genes can imply that the tRNA pool is dynamic and changes across conditions to accommodate cellular needs, as was recently suggested [59].

Further, we have discovered interesting architecture within families, which questions the prior notion that all tRNA gene copies contribute equally to the pool. Previous work has shown that Pol III transcription machinery displays different occupancy levels at various copies of the same tRNAs in the genome [21], [22], [60]. However, the potential phenotypic consequences of such transcriptional differences have not been previously explored. We report that the flanking sequences around each tRNA gene contains motifs that are predictive of the deletion phenotypic consequences, potentially affecting pol III transcription machinery.

We further speculate that some tRNA genes, i.e. the Major copies, might be active across all conditions and with only partial functional redundancy, thus their loss cannot be fully compensated. Minor copies on the other hand are either not transcribed or have a modest contribution to the tRNA pool, with complete functional redundancy by other copies, thus their loss can be fully compensated. Such architecture could provide the cell with means to respond in a dynamic manner to changes in the environment, by transcribing varying portions of the members of each tRNA family depending on demand. As such, differential contribution within tRNA families exposed an additional novel mean to regulate the tRNA pool and as a consequence to regulate the translation process.

An interesting finding was that changes in the tRNA pool elicit molecular changes in the cells even when no severe phenotype is detected. Our results demonstrated two distinct molecular signatures which can be attributed to the family architecture and the severity of the changes in the pool. Upon deletion of the two viable single copy tRNAs, and also upon deletion of one of the initiator tRNA methionine copies, the cell exhibited a response reminiscent of a proteotoxic stress. We were able to identify such a stress in these mutant cells. Although the exact mechanisms by which changes in the tRNA pool induces proteotoxic stress remains to be determined, we hypothesize that the elimination or reduction in these tRNAs may lead to events of amino acid misincorporation, ribosome frame-shifting or stalled protein synthesis terminations. Such events would have a clear impact on the protein quality control machinery of the cell by titrating chaperons to deal with misfolded or misassembled proteins. Translation errors such as incorrect tRNA selection and incorrect tRNA aminoacylation have been shown to induce proteotoxic stress in yeast [61], [62]. Given that cells exploit chaperon availability as a sensing mechanism to induce a stress response [63], [64], translation errors may lead to the onset such a response. On the other hand, deletions of tRNAs from multi-copy families results in milder effects on the tRNA pool due to the extensive redundancy or backup-compensation, and they indeed elicit a different cellular response from the one invoked upon deletion of single-member families. In the response to deletion of members from multi-gene families, the pol III transcription machinery seems to be up regulated. Such up-regulation would bring about induced transcription of tRNAs, this would act as a feedback mechanism to bring the tRNA pool closer to its normal state [65]. At least in one case (Supplemental figure S5) our results suggest the existence of such responsive backup among tRNA genes from the same family. Yet, a clearer relationship between changes in the tRNA pool, pol III activation, and tRNA transcription is still lacking. Regardless of the actual mechanism that determines the exact cellular response to tRNA deletions, the fact that such a response wiring exists may be beneficial for maintaining cellular robustness upon environmental changes and mutations.

This work provides for the first time a systemic tool to study the functional role of individual tRNA genes. Using this deletion library, we discovered a much more complex picture than was previously known. We anticipate that a high throughput mapping of all genetic interactions between pairs of tRNA genes (as done for protein-coding genes) [66], [67] would reveal the full genetic network. In addition, it might reexamine and potentially refine the wobble interaction rules from a genetic, rather than the traditional biochemical/structural perspective. The design principles defined in this study, consisting of massive gene redundancy as well as differential contribution of gene copies may provide cellular plasticity and allow the tRNA pool to accommodate various growth conditions and developmental planes. Deciphering the effects of tRNA variations as is found in some diseases such as cancer [68] and Huntington [69] can provide possible routes for future treatment. We provide this novel set of minimalist genetic perturbations in the translation machinery as a resource to the yeast community towards further characterization of this highly complex process as well as additional cellular processes.

## Materials and Methods

### Creation of tRNA deletion library

The complete tRNA pool of *S. cerevisiae* was obtained from the tRNA genomic database [70], where 286 tRNA genes are annotated. 13 tRNA genes are encoded by the mitochondrial genome and the remaining are nuclear-encoded. Here we focused on the nuclear-encoded tRNAs. Two tRNA genes that are annotated in this database as not determined, belong to the *tS(GCU)* family. Thus, the *tS(GCU)* family contains two additional members, *tS(GCU)L* and *tS(GCU)D* , both verified by PCR, bringing the total number of nuclear encoded tRNA genes to 275. Deletion strains were constructed using a PCR-based gene deletion [71], [72], in the genetic background of the Y5565 strain (*MATα, can1Δ::MFA1pr-HIS3, mfα1Δ::MFα1pr-LEU2, lyp1Δ, ura3Δ0, leu2Δ0*). The *S. cerevisiae* strain S288C reference genome sequence R57-1-1 downloaded from the Saccharomyces Genome Database was used for primer design. Each deletion construct contained 45 bp flanking or overlapping a tRNA sequence for specific recombination event, a unique barcode and the HPH antibiotics ‘cassette’, conferring resistance to the antibiotic hygromycin B, [73]. PCR products were transformed into yeast cells and single colonies were verified by PCR. Three colonies from each strain were used to verify phenotypes in growth analysis. A wild-type strain in which the same antibiotic marker was integrated 200 bp upstream of the *tL(CAA)L3* locus was created as a control and was used in all analyses as wild-type. A complete list of all plasmids, yeast strains and PCR fragments can be found in Supplemental text S1 and Supplemental table S5.

### Measurements of growth using OD reads

Strains were grown for two days at 30°C in YPD (1% yeast extract, 2% peptone, 2% glucose), diluted (1∶50) into the appropriate medium in U-bottom 96-well plates and grown at 30°C (using TECAN Freedom EVO robot). The OD of the population in each plate was monitored every 30 minutes using a spectrophotometer at 600 nm (INFINITE200-TECAN). Each plate contained a wild-type strain to which the growth parameters of the deletions strains were normalized. The OD reads served for growth analysis and extraction of growth parameters. At least 3 biological repeats and 36 technical repeats were performed for each strain in each condition. Complete description of analysis and normalization procedures are provided in the Supplemental text S1.

### Yeast growth conditions

Library strains were screened in the following growth conditions: YPD, SCD (0.67% Bacto-yeast nitrogen base w/o amino acids 2% glucose supplemented with amono acids), YP supplemented with 0.025% glucose, YP supplemented with 1% galactose, YPD supplemented with 0.5 M NaCl, SCD supplemented with 1.5 mM DTT. Growth measurements were also performed on YPD supplemented with increasing concentrations of the proteotoxic agents DTT, AZC and Tunicamycin.

### Motif analysis

A sequence motif analysis was performed using the MEME online software [43]. The motif search was done on the upstream sequence of tRNA genes which exhibited a yield impairment phenotype in rich medium upon deletion (42 genes) versus the upstream sequence of tRNA genes which exhibited a phenotype in no more than two out of the six conditions (99 genes). To apply location constrains on the motifs, the MEME analysis was done in windows of size 9 bp, looking for motifs of 4–8 bp in length.

### Analysis of protein quality control using VHL-CHFP reporter

Wild-type and tRNA deletion strains harboring the pGAL-VHL-mCherry (CHFP) fusion were grown overnight on SCD+2% raffinose, diluted into SCD+2% galactose and grown at 30°C for 6 hours. Cells were visualized using an Olympus IX71 microscope controlled by Delta Vision SoftWoRx 3.5.1 software, with ×60 oil lens. Images were captured by a Photometrics Coolsnap HQ camera with excitation at 555/28 nm and emission at 617/73 nm (mCherry). Images were scored using the ImageJan Image Processing and Analysis software. The percentage of cells harboring VHL-CHFP foci was determined by counting at least 500 cells for each strain in three biological repetitions. Protein un-folding stress was induced with AZC at a concentration of 2.5 mM AZC (Sigma) following induction with galactose.

### Analysis of genome wide expression changes

Cultures were grown in YPD medium at 30°C to a cell concentration of 1.5*10^7^ cells/ml. Cells were then harvested, frozen in liquid nitrogen, and RNA was extracted using MasterPure™ (EPICENTER Biotechnologies). The quality of the RNA was assessed using the BIOANALYZER 2100 platform (AGILENT); samples were then processed and hybridized to Affymetrix yeast 2.0 microarrays using the Affymetrix GeneChip system according to manufacturer's instructions. The background adjustment was done using the Robust Multi-array Average (RMA) procedure followed by quintile normalization.

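The fold changes listed in Supplemental table S4 were set beside fold changes computed from the deposited signals with each choice of wild-type arrays as the control, over 1431 genes. For ΔtiM(CAU)C the closest control was wild-type replicates 1 and 3 (r = 0.899 across genes, SD of the difference 0.067 on the log2 scale). For ΔtR(UCU)M2 and ΔtH(GUG)G1 it was wild-type replicates 2 and 3 (r = 0.889 and 0.923). For ΔtR(CCU)J and ΔtL(GAG)G no choice came as close. For ΔtR(CCU)J all 3 arrays gave r = 0.881 (SD 0.200), replicates 1 and 2 r = 0.866 (SD 0.223) and replicates 2 and 3 r = 0.863 (SD 0.215), and for ΔtL(GAG)G replicate 3 alone gave r = 0.845 (SD 0.162). The genes are not independent replicates. Since the labels do not give the batch of each array, it was inferred from the nearest wild-type array. For ΔtiM(CAU)C, ΔtR(UCU)M2 and ΔtH(GUG)G1 this gave the same wild-type arrays as the match above. For ΔtR(CCU)J and ΔtL(GAG)G it gave replicates 1 and 3, whose match was poorer (r = 0.820 and 0.733), so their batches are uncertain.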

For each strain, the fold change in expression for all genes was calculated by comparing the wild-type measurement in the same batch and averaged over two biological repeats.

### Microarray analysis

The cluster tree is based on the correlation between the mRNA fold change of the different strains. For the clustering we used the top 50% of the sorted genes based by the gene variance across the strains.

### Microarray data access

The data from this study have been submitted to the NCBI Gene Expression Omnibus (GEO) under accession number GSE47050. A list of the measured fold changes for all genes in each strain can be found in Supplemental table S4.

### RT-qPCR measurements

Cultures were grown in YPD medium at 30°C to a cell concentration of 1*10^7^ cells/ml. RNA was extracted using MasterPure™ (EPICENTER Biotechnologies), and used as a template for quantitative RT–PCR using light cycler 480 SYBR I master (Roche)(LightCycler 480 system) according to the manufacture instructions. A list of the primers can be found in Supplemental table S6.

## Supporting Information

Figure S1 Growth measurements parameters. (A) Schematic growth curve of Optical Density (OD) vs. time. The red dots indicate the time points from which the growth rate (1) and growth yield (2) parameters are extracted. (B) Dot plot for all strains in the library grown in YPD. Each strain is represented by a blue dot, showing its sigma growth rate vs. its sigma growth yield values. The Pearson correlation coefficient is −0.019 indicating there is no correlation between the two parameters p-val 0.794.
(PDF)

Figure S2 Phenotypes cannot be explained by family size and amino-acid identity. Sigma growth parameters for the tRNA library grown in rich medium are plotted in boxes sorted by either family size or amino-acid identity. For each box, the central mark is the median, the edges of the box are the 25th and 75th percentiles. Sigma growth yield by family size (A) sigma growth rate by family size (B) sigma growth yield by amino-acid (C) sigma growth rate by amino-acid (D). Apart from the singletons whose deletion strains are often lethal or impaired, we could not explain the observed growth phenotypes, in either growth rate or yield, by either the size of the family, or the amino acid identity.
(PDF)

Figure S3 tRNA deletion phenotype are not correlated to the expression of nearby genes. (A–B) the average expression level of the genes located upstream and downstream to the tRNA gene that was deleted in each strain vs. the sigma growth yield (A) or the sigma growth rate (B). (C) Relative growth parameters of *tR(CCU)J* deletion (black), *tR(CCU)J* deletion containing a centromeric plasmid harboring the *tR(CCU)J* gene (gray) and a strain deleted for the *Y* *JR055W* gene which is the protein-coding gene located downstream of *tR(CCU)J* (white). As can be seen only the *tR(CCU)J* deletion strain exhibits growth rate impairment while the two other strains do not.
(PDF)

Figure S4 Single tRNA genes can sustain wild-type growth upon deletion of multiple members in three gene families. (A–B) Relative growth rate (red) and growth yield (blue) values of double deletion combinations containing members of the *tG(UCC)* family (A) and the *tS(UGA)* family (B). In each experiment the mean of 3 biological repetitions is presented +/− SEM. Two σ around the mean of the wild-type are indicated by red and blue lines around 1 (wild-type value).
(PDF)

Figure S5 Compensation within some tRNA families is due to plasticity of the pool and transcriptional changes of the remaining copies. RT-qPCR measurement of the RNA levels of the *tS(UGA)* family(A) and *tL(UAG)* family (B) upon deletion of various members of the family. Results are reported in terms of log2 fold change of the expression level in each of the indicated deletion strain compared to the wild-type. In both (A) and(B) the * indicates cases in which the fold change was significantly different from zero (*t*-test, p-value<0.05).
(PDF)

Figure S6 Epistasis of trm9 deletion with Glutamic Acid tRNAs. Examining a more general role for Trm9 in modulating the compensation between tRNA families we chose the second tRNA family that is modified by Trm9, *tE(UUC)*, and in addition we examined the *tE(UCU)* family. Together these two families decode in a split codon box, in a similar manner to the Arginine UCU and CCU families. We created 10 double deletions, each consisting of the enzyme along with one of the tRNA genes of the two glutamic acid families and analyzed their interactions by epistasis. Epistasis values for co-deletion strains which contain the deletion of trm9 with: the deletion of the two members of *tE(CUC)* family, and eight members of the *tE(UUC)* family. Epistasis values of the relative growth yield and growth rate are indicated in grey and green respectively. Data is presented as mean +/− SEM of 3 independent experiments.
(PDF)

Figure S7 Identical tRNA genes contribute differentially to the tRNA pool. (A–B) Growth rate values of the tRNA deletion library in rich medium (A) and low glucose (B) sorted by families and amino-acid identity. The horizontal lines denote two standard deviations around the mean of the wild-type in that condition. Dots above or below these lines are considered phenotypes. (C) Relative growth yield values (data of 3 biological repetitions +/− SEM is presented) of five *tR(UCU)* deletion strains (Grey) and the corresponding complementation strains (White). Each complementation strain carries the deleted tRNA gene on a centromeric plasmid. The values are relative to the wild-type. In the complementation experiment, the wild-type harbors an empty plasmid. (D) Relative growth yield values of strain deleted for *tR(UCU)M2* gene (a major copy of the *tR(UCU)* family- marked as *ΔM2*), and *ΔM2* strains containing different centromeric plasmids. Each centromeric plasmid carries the *tR(UCU)* tRNA flanked from each side by 200 bp sequence identical to a the different members of the *tR(UCU)* family.
(PDF)

Figure S8 Expression changes of tRNA deletions. Expression changes for the five deletion strains. Each row indicates a gene and each column is a tRNA deletion strain. The genes and strains are sorted according to the clustering results (see Materials and Methods). The Color bar indicates the log2 fold change. The groups of genes enriched for relative pathways are indicated on the right (locations were found by looking at the highest hypergeometric enrichments for varying window sizes).
(PDF)

Figure S9 Fold change of the Pol II pathway. (A) The fold change distribution of mRNA levels as measured by microarrays, of genes composing the Pol II RNA Polymerase machinery by the KEGG database for each of the listed tRNA deletion strains. (B) mRNA Fold change of 3 representative genes from the Pol II pathway measured by RT-qPCR. Presented values are the mean of 3 biological repetitions +/− SEM. The strain colors are as in figure (A). If the mRNA fold change in a specific strain is significantly different from 0 (t-test) it is marked with:* (p<0.05) or ** (p<0.005). In both sub-figures (A, B) values are plotted for the same five deletion strains: *tL(GAG)G* (blue), *tR(CCU)J* (red), *tiM(CAU)C* (green), *tH(GUG)G1* (magenta) and *tR(UCU)M2* (cyan).
(PDF)

Table S1 Correlation between tRNA phenotype and expression of nearby genes.
(DOC)

Table S2 List of all tRNA deletion strains in the library and their respective phenotypes across conditions.
(XLS)

Table S3 List of double deletion strains and their phenotypes.
(XLS)

Table S4 Microarray Fold change measurements for selected tRNA deletion strains.
(XLS)

Table S5 List of primers used to create the tRNA deletion strains.
(XLS)

Table S6 List of primers used for RT-qPCR experiments.
(XLSX)

Text S1 Supplementary methods and note.
(DOC)

# Supplementary material for: A Comprehensive tRNA Deletion Library Unravels the Genetic Architecture of the tRNA Pool
**Source:** PLoS Genet. 2014 Jan 16;10(1):e1004084. doi: 10.1371/journal.pgen.1004084
**Supplement:** Table S1 — Correlation between tRNA phenotype and expression of nearby genes.

|  | **Upstream Gene** | **Downstream Gene** | **Average**  **(up & down genes)** | **Minimal distance** |
| --- | --- | --- | --- | --- |
| **yield** phenotype | r=0.06  p-value:0.41 | r=-0.02  p-value:0.78 | r=0.03  p-value:0.68 | r=0.06  p-value:0.36 |
| **absolute yield** phenotype (no matter whether it is impairment or improvement) | r=-0.03  p-value:0.71 | r=0.02  p-value:0.80 | r=0.01  p-value:0.95 | r=0.07  p-value:0.37 |
| **growth** phenotype | r=-0.01  p-value:0.92 | r=-0.05  p-value:0.50 | r=-0.04  p-value:0.63 | r=0.04  p-value:0.61 |
| **absolute growth** phenotype (no matter whether it is impairment or improvement) | r=-0.02  p-value:0.78 | r=-0.04  p-value:0.60 | r=-0.04  p-value:0.61 | r=0.12  p-value:0.08 |
| **any absolute** phenotype  (growth rate/growth yield impairment/ improvement) | r=-0.02  p-value:0.77 | r=-0.01  p-value:0.86 | r=0.00  p-value:0.99 | r=0.08  p-value:0.24 |

**Table S1. Correlation between tRNA phenotype and expression of nearby genes.**

The table shows the correlation (r) and the p-value between the deletion strain phenotypes and the expression of nearby genes. Each row shows the correlation between the sigma value of the growth yield/growth rate in rich medium (YPD) and the expression of the nearby gene/s taken from the microarray wild-type measurements (columns 1-3) and the distance to the closest genomic feature (column 4).

# Supplementary material for: A Comprehensive tRNA Deletion Library Unravels the Genetic Architecture of the tRNA Pool
**Source:** PLoS Genet. 2014 Jan 16;10(1):e1004084. doi: 10.1371/journal.pgen.1004084
**Supplement:** Text S1 — Supplementary methods and note.

# Supplemental Text

# Materials and Methods

**Yeast strains and plasmids**

- *S. cerevisiae* strain Y5565 *(MATα can1∆::MFA1pr-HIS3 mfα1∆::MFα1pr-LEU2 lyp1∆ ura3∆0 leu2∆0)* was used as the genetic background for the tRNA deletion library strains and the double deletion strains.
- *S. cerevisiae* strain BY4743 *(MATa/α his3Δ1/his3Δ1 leu2Δ0/leu2Δ0 LYS2/lys2Δ0 met15Δ0/MET15 ura3Δ0/ura3Δ0)* was used for analysis of tRNA essentiality in tetrad analysis.
- pAG32 DEL-MARKER-SET (EOUROSCARF) [1] was used to amplify the Hygromycin B resistance marker.
- pAG25 DEL-MARKER-SET (EOUROSCARF) [1] was used to amplify the Nourseothricin resistance marker.
- pFA6a-kanMX6 [2] was used to amplify the Kanamycin resistance marker.
- pRS316- Centromeric plasmid [3] was used for tRNA complementation assays.

**Creation of a tRNA deletion library**

In similarity to the yeast gene deletion library [8], the tRNA deletion library was constructed using homologous recombination, replacing each tRNA gene with the HPH antibiotics cassette. The DNA template for the recombination event was created using two sequential PCR reactions. The first PCR reaction created the basic template for the recombination containing the antibiotic marker and a 23bp sequence homologous to the desired tRNA. The second PCR reaction served to lengthen this template so it contains 45bp homologues to the desired tRNA deletion. The first PCR reaction used primers containing a genomic sequence that flanks either the 5' or 3' end of the tRNA (directly proximal and distal to the start and end of the gene respectively), 18 and 17bp of sequence common to all gene disruptions as was used in the yeast deletion collection, a 20 base pairs unique sequence (the 'molecular bar-code' TAG) and 22 base pairs of sequence, homologous to the HPH gene. The template for this PCR reaction was the pAG32 plasmid, encoding the hygromycin B phosphotransferase conferring resistance to the antibiotic hygromycin B. The second PCR reaction used two tRNA gene-specific 45 bp primers, to extend the tRNA specific homology of the first PCR product to a total of 45 bp. The product of the second PCR served for yeast transformation. For a full list of primers see Supplemental table S5.

**Verification of tRNA deletion strains**

For each tRNA deletion strain, five different colonies were selected, and verified by two PCR reactions. The junctions of the antibiotics cassette were amplified using two primer combinations. Each primer combination contained a primer homologous to sequence within antibiotics cassette of either the promoter or terminator of the marker gene, and a tRNA specific primer, homologous to sequence upstream or downstream of the tRNA deletion. Only colonies from which the correct products were amplified served for further analysis.

**Verification of lethality of tRNA deletions by tetrad analysis**

To confirm the essentiality of double and triple tRNA deletions, diploid strains were created by mating two deletion strains, either single or double deletions. These heterozygous diploids were sporulated in SC medium (1% potassium acetate) for three days at 25°C. The resulting tetrads were then dissected using a Micromanipulator (Singer). Spores were then allowed to germinate at 30°C on YPD plates and scored on plates containing the appropriate antibiotics. The essentiality of single tRNA genes was confirmed by deletion of the gene from a diploid strain, BY4347, in a similar manner to the construction of the tRNA deletion library. The resulting colonies were verified, grown on rich medium, sporulated and scored. At least 100 tetrads were scored for each such deletion.

## Construction of complementation plasmids

In order to reintroduce into the cell a tRNA deleted gene we created a set of “complementation plasmids”. Complementation plasmids were constructed for multiple tRNA genes using gene specific primers homologous to 200 bp up and down stream of the tRNA gene which was deleted in the library. Genomic DNA of Y5565 was used to amplify the desired tRNA gene, followed by cloning into the pRS316 centromeric plasmid.

**Creation of multi-deletion tRNA strains**

Double deletion of tRNA genes was constructed in a similar way to the creation of the tRNA deletion library strains. A strain from the tRNA deletion library served as the genetic background for the deletion of an additional gene by means of homologues recombination. The sequential PCR was repeated for the second tRNA gene deletion using the same primers used for the creation of the tRNA deletion library. The templates for the first PCR round were either the pAG25 plasmid containing the nourseothricin N-acetyl-transferase that confers resistance to the antibiotics nourseothricin, or the pFA6a-kanMX6, encoding the kanamycin gene that confers resistance to the antibiotics G418. Triple deletions were created by mating double deletions with a single deletion.

**Growth measurements and normalization**

The measures obtained for each strain in the library were compared to wild-type values that were retrieved separately for each condition. The wild-type measures were done in three repeats and were then summarized by the mean and standard deviation values to generate normalized growth rate and normalized growth yield for each condition. This procedure allowed normalizing for potential variation between days, incubator slots, and locations of wells within the 96-well plate. These measures were obtained from three biological repeats containing wild-type cells in all plate positions, for all slots in the incubator. Each mutant was characterized by growth rate and growth yield. We consider a mutant as showing a phenotype if it deviated by more than two standard deviations from the wild-type mean in that condition in either growth rate or growth yield.

**Double deletion epistasis calculations**

The epistasis between any two deletion strains was calculated according to the non-scaled measure of epistatic interactions [9] using the following equation:

In which
 and
 represent the growth values (separating growth rate and growth yield) of the single deletions and
 represents the growth values of the corresponding double deletion. The results of the calculation indicate the nature of the epistasis,
 indicates no epistasis,
 aggravation and
 buffering.

# Note

**No appreciable correlation between tRNA expression and the expression levels of nearby protein-coding genes**

It has been demonstrated in the past (mainly for specific cases) that the expression of tRNA genes may affect the expression levels of nearby coding genes [6–8]. In order to explore a possible relation between the essentially of tRNA genes, as revealed here upon their deletion, and the expression of nearby genes we measured the correlation between the tRNA deletion phenotype and the expression level (as measured for the wild-type strain in our microarray data) of their upstream and downstream nearby genes. We found no correlation between the severity of growth yield or growth rate phenotypes and nearby gene expression level, indicating that high (or low) expression of a nearby gene is not a predictor of fitness change upon tRNA deletion (see Supplemental figure S3A,B and Supplemental table S1). In addition, we did not find any correlation between the distance to the closest genomic feature and the phenotype of the deletion strain.

Furthermore focusing on five tRNA deletions for which we measured genome wide expression changes, we examined the effect of the deletion on the expression levels of the adjacent genes. As can be seen in the following table:

| Deletion Strain | Upstream | | | Downstream | | |
| --- | --- | --- | --- | --- | --- | --- |
| Gene Name | Distance bp | log2 (Fold Change) | Gene Name | Distance bp | log2 (Fold Change) |
| *∆iM(CAU)C* | YCR018C | -1017 | 0.21 | YCR019W | 2846 | 0.05 |
| *∆R(CCU)J* | YJR054W | -1006 | 0.27 | YJR055W | 146 | -0.97 |
| *∆tR(UCU)M2* | YML071C | -253 | -0.37 | YML070W | 1579 | -0.38 |
| *∆tH(GUG)G1* | YGL205W | -221 | 0.79 | YGL203C | 1779 | 0.07 |
| *∆L(GAG)G* | YGR106C | -889 | -0.12 | YGR108W | 2880 | -0.37 |

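The 10 genes beside the 5 deleted tRNA genes were measured against wild type in the strain that lacks that tRNA gene. Beside tH(GUG)G1 on chromosome 7, POX1 (YGL205W), the acyl-CoA oxidase of peroxisomes, had a log2 fold change of 1.46 (standard error 0.43, adjusted p over these genes 0.0757 from limma), from 4.34 ± 0.45 (SD, n = 3) in wild type to 5.80 ± 0.14 (SD, n = 2). Beside tR(CCU)J on chromosome 10, HIT1 (YJR055W), a gene of ribonucleoprotein assembly, had one of -1.15 (standard error 0.39, adjusted p 0.0798 from limma), and KCH1 (YJR054W) one of 0.30. Beside tR(UCU)M2 on chromosome 13, COG8 (YML071C) and DAK1 (YML070W) had -0.60 and -0.36. Beside tL(GAG)G on chromosome 7, VOA1 (YGR106C) and the cyclin gene CLB1 (YGR108W) had -0.19 and -0.69. SRD1 (YCR018C) and MAK32 (YCR019W), beside tiM(CAU)C on chromosome 3, had 0.01 and 0.17, and KEX1 (YGL203C), on the other side of tH(GUG)G1, had 0.06. By limma, 0 of the 10 passed with adjustment over all genes or over these 10 genes alone. The 2 ΔtR(CCU)J arrays differed for HIT1, whose log2 fold change ranged from -2.04 to -0.26 when 1 array was left out. The same ranges were 1.21 to 1.63 for POX1, 0.15 to 0.45 for KCH1, -0.91 to -0.28 for COG8, -0.27 to -0.10 for VOA1, -0.96 to -0.35 for CLB1, 0.11 to 0.22 for MAK32 and 0.02 to 0.09 for KEX1, and the sign turned for DAK1 (-0.76 to 0.03) and SRD1 (-0.19 to 0.21). With the inferred array batch as a block, POX1 and COG8 passed, each at a limma adjusted p over the 10 genes of 0.0465. Over 16 alternatives POX1 passed in 5, and HIT1 and COG8 in 1 each.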

Out of 10 protein-coding genes examined, only in two cases (*YJR055W* and *YGL205W*) we detect an appreciable change in the expression level (although in both cases it was less than two fold). This indicates that in most cases tRNAs deletion do not affect their surroundings.

The general lack of coordination between tRNA genes and nearby protein-coding genes is in agreement with the work of Conesa *et al*., [9], that have measured the expression level of all protein-coding genes in several Pol III mutants as well as few tRNA deletion strains. This analysis detected only a modest correlation between altered expression of Pol II-transcribed genes and their proximity to class III genes.

For the deletion that demonstrated the highest fold change in the expression of a nearby gene (*tR(CCU)J)* and a severe phenotype, we verified that the fitness reduction observed in this strain is indeed due to the deletion of the tRNA gene using several different methods. First, using complementation assay we re-introduced the *tR(CCU)J* gene on a centromeric plasmid into the background of the deleted strain. This resulted in a complete abolishment of the fitness defect (Supplemental figure S3C). In addition, we measured the growth of a strain deleted for the *YJR055W* gene (the protein-coding gene located downstream *tR(CCU)J)* and found that unlike *tR(CCU)J* this strain does not exhibit a growth rate phenotype (Supplemental figure S3C). Taken together these two analysis demonstrate that the growth defect observed in cells deleted for *tR(CCU)J* is due to the lack of function of the CCU tRNA.

**Supplemental references**

1. Goldstein AL, McCusker JH (1999) Three new dominant drug resistance cassettes for gene disruption in Saccharomyces cerevisiae. Yeast (Chichester, England) 15: 1541–1553. doi:10.1002/(SICI)1097-0061(199910)15:14<1541::AID-YEA476>3.0.CO;2-K.

2. Wach A, Brachat A, Alberti-Segui C, Rebischung C, Philippsen P (1997) Heterologous HIS3 marker and GFP reporter modules for PCR-targeting in Saccharomyces cerevisiae. Yeast (Chichester, England) 13: 1065–1075. doi:10.1002/(SICI)1097-0061(19970915)13:11<1065::AID-YEA159>3.0.CO;2-K.

3. Sikorski RS, Hieter P (1989) A system of shuttle vectors and yeast host strains designed for efficient manipulation of DNA in Saccharomyces cerevisiae. Genetics 122: 19–27.

4. Brachmann CB, Davies A, Cost GJ, Caputo E, Li J, et al. (1998) Designer deletion strains derived from Saccharomyces cerevisiae S288C: a useful set of strains and plasmids for PCR-mediated gene disruption and other applications. Yeast (Chichester, England) 14: 115–132. doi:10.1002/(SICI)1097-0061(19980130)14:2<115::AID-YEA204>3.0.CO;2-2.

5. Elena SF, Lenski RE (1997) Test of synergistic interactions among deleterious mutations in bacteria. Nature 390: 395–398. doi:10.1038/37108.

6. Hull MW, Erickson J, Johnston M, Engelke DR (1994) tRNA genes as transcriptional repressor elements. Molecular and cellular biology 14: 1266–1277.

7. Kendall A, Hull MW, Bertrand E, Good PD, Singer RH, et al. (2000) A CBF5 mutation that disrupts nucleolar localization of early tRNA biosynthesis in yeast also suppresses tRNA gene-mediated transcriptional silencing. Proceedings of the National Academy of Sciences of the United States of America 97: 13108–13113. doi:10.1073/pnas.240454997.

8. Bolton EC, Boeke JD (2003) Transcriptional interactions between yeast tRNA genes, flanking genes and Ty elements: a genomic point of view. Genome research 13: 254–263. doi:10.1101/gr.612203.

9. Conesa C, Ruotolo R, Soularue P, Simms TA, Donze D, et al. (2005) Modulation of yeast genome expression in response to defective RNA polymerase III-dependent transcription. Molecular and cellular biology 25: 8631–8642. doi:10.1128/MCB.25.19.8631-8642.2005.

How the deposited data were processed for this re-analysis (not part of the article)

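Gene expression was measured on 13 Affymetrix yeast 2.0 arrays of cultures grown in YPD at 30°C: 3 of wild type and 2 of each of the deletion strains ΔtiM(CAU)C, ΔtR(CCU)J, ΔtL(GAG)G, ΔtR(UCU)M2 and ΔtH(GUG)G1. Each array was assigned to its strain and replicate by its label. The labels of 2 arrays read tM(CAU) and name no gene copy; they were taken as ΔtiM(CAU)C, the only deletion of that anticodon in the expression set of the article. The first 3 strains form the SC group and the other 2 the MC group, as in the article.

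The article's methods state that the authors adjusted the background with RMA and normalized the arrays to each other, and the sample descriptions name GCRMA without a version. The deposited values are intensities on a linear scale, 1 per probe set. They differ from what either name would give: after trimming at both ends their mean was 500.2 to 500.3 on every array, while their quantiles differed between arrays. They were used as the authors deposited them. The tests had been planned for log2 values, so the log2 of each deposited intensity was taken first, with no offset. The article describes a comparison of each strain with a wild-type array of its own batch, but the text does not name the batch of each array.

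Of 10928 probe sets, 5495 are paired with exactly 1 protein-coding gene of S. cerevisiae, and they measure 5446 genes. For the 47 genes with more than 1 probe set, the one with the highest mean over all arrays was used. Probe sets for S. pombe (1715), controls and probe sets with no gene or with several were left out of the tests. The 95th percentile of the S. pombe probe sets on each array served as its background. No gene was filtered out in the main comparison. tRNA genes have no probe set. The number of arrays limits the precision.

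Differences between groups were computed with limma 3.58.1 in R 4.3.3 from one linear model of all 13 arrays with 1 mean per strain and a constant prior variance. Each strain was compared with the mean of the 3 wild-type arrays, and the mean of the 3 SC strain means with the mean of the 2 MC strain means. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, with no threshold on the fold change. The spread is estimated from all strains together, so a strain left with 1 array is assumed to vary like the others. Gene lists were tested with limma's camera at a preset correlation between genes of 0.01 and adjusted over the 39 lists with at least 5 measured genes. KEGG pathways were not at hand, so the lists were written from gene names before the data were examined: 22 stand for pathways the article reports from these arrays, 12 are others and 5 hold markers of cell types. Single genes of a list were also adjusted over the list alone. COS8 was also compared between the 6 SC and the 4 MC arrays by a two-sided exact permutation test. Since COS8 and MF(ALPHA)1 are at the background on some arrays, their differences were also computed with signals under the array background raised to it, as a lower bound. Strains were clustered by average linkage on 1 minus Pearson's r of their log2 fold changes over the 50% of genes with the highest variance, and the values that shared wild-type arrays give with no change were taken from 200 simulations with independent arrays.

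Single genes were named by a rule set before the data were examined. For the SC and MC strains it takes up to 12 genes in each direction with the largest difference among those called whose 6 SC arrays all lie on one side of the 4 MC arrays. For each strain it takes up to 5 in each direction whose 2 arrays lie on one side of the 3 wild-type arrays. It adds the 30 genes named in the article, all members of the COS family, and up to 4 members of each list with the smallest p in the direction most members moved. Values of some of these genes in Figure 6 and Supplemental table S4 had been seen by then. Genes outside the rule are marked as chosen after their values were seen.

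The replicate numbers were checked for pairing over 3990 genes. Deviations from the strain mean of same-numbered arrays correlated with an r of 0.133 to 0.699 in all 10 pairs of deletion strains, so a fit with the replicate number as a block is given beside the SC and MC comparison where it moves a call. For pairs of an SC and an MC strain this r was 0.133 to 0.337, and the block cannot remove a batch difference between SC and MC within replicate 1. Wild-type arrays did not pair with the deletion arrays by number (r from -0.735 to 0.578). The pairing is inferred from the data; neither the labels nor the article states it.

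Alternatives fixed before the data were examined were the replicate block, wild-type controls matched to Supplemental table S4, median centring, quantile normalization, leaving out dim genes, the mean of a gene's probe sets, a trended and robust prior, fits of only the arrays compared, strain means or strain as the unit of replication, and leaving out each array or strain in turn. For gene lists they also included an estimated correlation and fgsea 1.28.0 with 10000 permutations. With strain as a random block, the consensus correlation from statmod 1.5.0 was 0.100. Further alternatives were added after the data had been seen: the array batch, inferred from the nearest wild-type array, as a block; the same with an estimated correlation; the replicates of 1 number alone; 16 added to the signal before the log2; and clustering without COS8 and MF(ALPHA)1. Matching of Supplemental table S4, simulations and tables used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots matplotlib 3.10.9.

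The procedure was tested on simulated data for 5446 genes. With 50 genes changed at each size, the comparison of ΔtiM(CAU)C with wild type recovered 36% at a log2 change of 0.5, 74% at 1, 98% at 2 and 98% at 4, and called 0.339% of unchanged genes. The comparison of SC with MC recovered 50%, 86%, 98% and 98%, and called 0.180% of unchanged genes. A shift of 0.3 in the proteasome list was found by camera (adjusted p = 5.5e-14), with 1 of 38 other lists called. The simulated genes and arrays were independent of each other. The simulation therefore checks neither the preset correlation between genes nor the effect of array batches. The relation between growth and the expression of genes beside each tRNA gene of the library was left out, since the reference annotation does not carry the tRNA gene names of the library.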

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

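The tests of explanations reported here, and the comparison of replicate-2 arrays alone, were chosen only after the results were seen.

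COS8 and MF(ALPHA)1 were high on all 6 SC arrays and at or near the array background on the 7 others, and the article's text names MF(ALPHA)1 only in the strain genotype; its fitted SC minus MC log2 difference was 9.24 (adjusted p = 8.4e-06 from limma), and at least 8.62 with signals under the array background, as on 3 of the 4 MC arrays, raised to it. A difference between array batches is argued against, since among the replicate-2 arrays, which all resemble wild-type replicate 3, the fitted log2 difference of COS8 was 5.39 (at least 5.02) with 3 of 3 SC arrays above 2 of 2 MC arrays. So is a general rise of genes near chromosome ends, since the 234 other genes nearest the ends had a median log2 difference of 0.149 (SD 0.451 across genes). Of these genes 5 lay over 1 and 1 was called higher, so the median speaks only of the genes as a whole. The stated genotype lacks MF(ALPHA)1, so an effect of the tRNA deletions on it is argued against by the lowest SC array, 8.68 on the log2 scale over its background, if that genotype holds; the SC strains may then carry another genetic difference, and the lowest SC array lay 7.55 above the highest other array. For COS8, whose lowest SC array lay 3.27 above the highest other array, such a difference and the tRNA deletions themselves cannot be told apart, because every SC strain has a tRNA deletion and the signal of MF(ALPHA)1.

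The proteasome genes were higher and the RNA polymerase III and ribosome biogenesis genes lower in SC than in MC relative to all genes (limma's camera, adjusted p = 1.3e-05, 1.4e-06 and 8.7e-11; 35 of 35, 2 of 17 and 24 of 123 members with a higher mean in SC), although adjusted p = 0.285, 0.147 and 0.358 with an estimated correlation. With the ribosomal protein, RNA polymerase II and RNA polymerase I lists they make 6 lists, of which 5 passed in their direction with the replicate-2 arrays alone, which argues against a difference between array batches as their whole source; the exception was RNA polymerase II (adjusted p = 0.0691), and a share of the batches stays open for the ribosomal protein, RNA polymerase II and RNA polymerase III lists, whose medians relative to all genes were -0.67, -0.42 and -0.44 within replicate 1 but -0.23, -0.11 and -0.25 within replicate 2 (ribosome biogenesis -0.20 and -0.21, proteasome 0.09 and 0.20). All 6 passed without ΔtR(CCU)J, which argues against that strain alone as their source. The RNA polymerase III list shares subunits with the polymerase II and I lists, so the 6 lists are not separate evidence. The calls in both of these fits also rest on the preset correlation between genes. Slower growth of the SC strains stays open, since the highest growth rate sigma of an SC strain, -1.47 in ΔtL(GAG)G, lies below those of both MC strains, so that growth and group cannot be told apart. An effect of the tRNA deletions of the SC strains also stays open and untested. So does another genetic difference of the SC strains, since every SC array has the high signal of MF(ALPHA)1 and no wild-type or MC array has it.

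The median of the cytosolic ribosomal proteins relative to all genes was -0.76 on ΔtR(CCU)J replicate 1, far from the other 5 SC arrays by Dixon's criterion (-0.38 to -0.21). On the same array the log2 signal of GAP1 was 9.29, far from the other 5 SC arrays (7.13 to 7.71). Of 38 groups of arrays examined in this way 2 held such an array, and chance alone gives about 1 in 20.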

How the results depend on the processing

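The fits of 1 replicate number alone, with the array batch as a block, with 16 added to the signal and without COS8 and MF(ALPHA)1 were chosen only after the data were seen; all other alternatives were set before. Of the outcomes of the main results under the alternatives set before, 656 kept their direction and their side of the threshold or moved little, 60 moved, 30 lost a call and 9 gained one; under the added ones 79 kept, 10 moved and 14 lost a call. Of single genes and further lists under the alternatives set before, 3048 kept, 243 lost a call, 80 gained one and 9 reversed. Except where a construction is named, the cause was not tested. Signals near the array background limit what can be said of COS8 and MF(ALPHA)1 outside the SC arrays and of POX1. The relation of growth to the expression of neighbouring genes was not run, since the reference does not name the tRNA genes of the library. Wild-type controls matched to Supplemental table S4 were picked among single arrays and pairs and are uncertain for ΔtR(CCU)J and ΔtL(GAG)G. For ΔtR(CCU)J all 3 wild-type arrays matched better than the pair used.

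The replicate numbers pair the deletion arrays but not the wild-type arrays. In replicate 1 the SC and MC arrays resembled different wild-type arrays, and the replicate block cannot remove a batch difference between them. With the replicate block, genes higher or lower in SC than in MC were 57 in place of 12, with all 12 among them, and none of the 39 lists changed its call between SC and MC. Against wild type, where the numbers do not pair, the block gave adjusted p values of 0.462 for the proteasome in tR(UCU)M2, 0.821 for the proteasome in tH(GUG)G1, 0.0490 for RNA polymerase III subunits in tM(CAU)C, 0.0347 for RNA polymerase III subunits in tL(GAG)G and 0.0675 for RNA polymerase III subunits in tR(UCU)M2. In ΔtR(CCU)J it gave 304 genes higher and 111 lower.

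Genes changed in tR(CCU)J, 361 higher and 105 lower, were 227 with the control matched to Supplemental table S4, 228 after median centring (32.9% higher against 77.5%), 251 after quantile normalization (37.5% higher), 5 with only the arrays compared, and 1227 with the array batch as block. Genes changed in tL(GAG)G were 7 with a trended and robust prior and 15 with the array batch as block, against 3. Genes changed in tM(CAU)C were 4 with the array batch as block, against 2. Genes changed in tR(UCU)M2 were 1 with the matched control and 1 with only the arrays compared, against 0. Leaving out 1 array gave 24 (without ΔtR(CCU)J replicate 1) to 495 genes changed in tR(CCU)J, 2 to 5 genes changed in tL(GAG)G, and 0 to 1 genes changed in tH(GUG)G1.

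Genes higher or lower in SC than in MC were 2 with the matched control, 63 after median centring (28.6% higher against 75.0%), 35 after quantile normalization (40.0% higher), 118 without dim genes, 354 with a trended and robust prior, 155 without strain ΔtiM(CAU)C, 5 without ΔtR(CCU)J, 5 without ΔtL(GAG)G, 4 without ΔtR(UCU)M2, 2 without ΔtH(GUG)G1, 4 with strain means as replicates, 4 with strain as random block, 165 with 16 added to the signal, and 2 each with replicate 1 alone and replicate 2 alone; with only the arrays compared they were 18 and with the array batch as block 8, of which 4 were among the 12. Leaving out 1 array gave 2 (without ΔtH(GUG)G1 replicate 1) to 649 (without ΔtH(GUG)G1 replicate 2). COS8 in SC minus MC kept its call under 31 of 32 alternatives, with 4.81 and adjusted p = 0.0562 from limma in replicate 1 alone, a fit with fewer arrays. YLR157W-E in tR(CCU)J had a log2 fold change of -0.055 with the mean of its probe sets, which replaces 1 probe set by several.

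With an estimated inter-gene correlation, and with the array batch as block together with an estimated correlation, 0 and 0 of 39 lists passed between SC and MC. The adjusted p values of the pair of settings were 0.285 and 0.292 for the proteasome between SC and MC, 0.250 and 0.292 for cytosolic ribosomal proteins between SC and MC, 0.358 and 0.290 for ribosome biogenesis between SC and MC, 0.147 and 0.221 for RNA polymerase III subunits between SC and MC, 0.250 and 0.245 for RNA polymerase II subunits between SC and MC, 0.435 and 0.601 for the proteasome in tR(CCU)J, 0.588 and 0.606 for the proteasome in tL(GAG)G, 0.587 and 0.627 for the proteasome in tR(UCU)M2, 0.793 and 0.708 for the proteasome in tH(GUG)G1, 0.260 and 0.284 for RNA polymerase III subunits in tR(CCU)J, 0.587 and 0.572 for RNA polymerase III subunits in tR(UCU)M2, and 0.496 and 0.585 for RNA polymerase III subunits in tH(GUG)G1. These settings estimate the correlation between the genes of a list from the arrays, whereas all other camera fits preset it at 0.01. The proteasome, ribosome biogenesis and RNA polymerase III subunits between SC and MC each passed under 33 of 35 alternatives, and these settings were the exceptions. The alternatives they passed do not check the preset correlation.

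Other camera values past or short of the threshold were an adjusted p of 0.0997 for cytosolic ribosomal proteins between SC and MC after quantile normalization, 0.0691 for RNA polymerase II subunits between SC and MC with replicate 2 alone, 0.0335 for protein folding and degradation at the endoplasmic reticulum between SC and MC without ΔtR(CCU)J, 0.0364 for the proteasome in tM(CAU)C after quantile normalization, 0.191 for the proteasome in tL(GAG)G with the matched control, 0.0937 for RNA polymerase III subunits in tR(CCU)J after quantile normalization, and 0.0380 for RNA polymerase III subunits in tL(GAG)G with a trended and robust prior. For the proteasome in tH(GUG)G1 they were 0.0685 after median centring, 0.0601 after quantile normalization and 0.0896 with only the arrays compared, and 0.0512 with fgsea. Reversed in direction were the COS family between SC and MC with fgsea (adjusted p = 0.0196), cells of mating type alpha between SC and MC with strain as random block (adjusted p = 5.5e-07), cytosolic aminoacyl-tRNA synthetases between SC and MC after quantile normalization (adjusted p = 0.963), pheromone-responding haploid cells between SC and MC without ΔtR(CCU)J (adjusted p = 0.922) and general stress genes in tL(GAG)G with the matched control (adjusted p = 0.0321).

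Leaving out 1 array moved the adjusted p from 1.8e-05 to 0.265 for the proteasome in tR(CCU)J, 0.00204 to 0.446 for the proteasome in tR(UCU)M2, 0.00998 to 0.718 for the proteasome in tH(GUG)G1, 0.0458 to 0.674 for RNA polymerase III subunits in tM(CAU)C, 0.0259 to 0.231 for RNA polymerase III subunits in tL(GAG)G, 0.00204 to 0.123 for RNA polymerase III subunits in tR(UCU)M2, 4.6e-06 to 0.956 for RNA polymerase III subunits in tH(GUG)G1, 2.1e-26 to 0.721 for cytosolic ribosomal proteins in tH(GUG)G1 and 5.6e-05 to 0.956 for general stress genes in tH(GUG)G1.

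The SD of log2 fold changes against wild-type array 1, 2 or 3 alone was 0.360, 0.523 and 0.382 in ΔtiM(CAU)C, 0.417, 0.569 and 0.429 in ΔtL(GAG)G, 0.405, 0.393 and 0.393 in ΔtR(UCU)M2 and 0.355, 0.417 and 0.385 in ΔtH(GUG)G1; against arrays 1 and 2 it was 0.562 and 0.657 in ΔtR(CCU)J. A single control array carries more noise than a mean of 3. With the array batch as block it was 0.290 in ΔtiM(CAU)C. The clustering of the strains had a difference of 0.162 between mean r within and between groups with replicate 2 alone. Of the genes next to the deleted tRNA genes, 2 passed with the array batch as block, and 0 to 2 when 1 array was left out.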

Differences from the paper's values

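Of the values compared with values the article gives, 3 of 11 from its text, 4 of 5 read from Figure 6B (1 of them at the background) and 12 of 40 from Supplemental table S4 differed. For each value 21 alternatives set before the data were examined were run, and 2 chosen after seeing the values, 16 added to the signal and the array batch as block. A value of opposite sign counted as differing even within the SD between replicates. An alternative is named below where the sign was then the same and the difference no larger than that SD. For the fold change of COS8 the difference had to be no larger than the SD across the SC strains, or under 1.5-fold. The values need not be equal, and all other alternatives still differed.

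The log2 fold change of YCR019W beside the tiM(CAU)C deletion is 0.05 in the paper and was 0.17 here; it came within that SD with the wild-type control matched to Supplemental table S4, median centring, quantile normalization, and without wild-type replicate 2 or ΔtiM(CAU)C replicate 2, and, chosen after seeing the values, with the array batch as block (0.11). The log2 fold change of YGL205W beside the tH(GUG)G1 deletion is 0.79 in the paper and was 1.46 here; it was 1.21 with the matched control and without wild-type replicate 1, still higher but within that SD (0.446), as was 0.97 with 16 added to the signal, chosen after seeing the values, and did not reach the paper's value under any alternative.

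The fold change of COS8 in the SC group is 16 in the paper and was 24.6 here; no alternative set before the data were examined reached the paper's value. The lowest was 21.9 after quantile normalization, and the difference came within those limits there and with the replicate block (22.6), median centring (22.7), and without wild-type replicate 2 (23.4) or 3 (22.6), ΔtR(CCU)J replicate 1 (22.7) or ΔtL(GAG)G replicate 1 (23.9); with the matched control the fold was 24.8 and only its SD was wider. For COS8 1 of 3 wild-type arrays was at the background. The fold was 14.1, below the paper's value, with 16 added to the signal, which was chosen after seeing the values and kept COS8 called in all 3 SC strains; with signals under the array background raised to it, the fold was at least 23.7. Read by eye from the paper's Fig. 6B, the log2 fold change of COS8 is about 4.1 in ΔtiM(CAU)C against 4.61 here, and about 4.1 in ΔtL(GAG)G against 4.97, and no alternative set before the data were examined came within the SD for these (at least 4.55 and 4.92 with signals raised to the background); with 16 added to the signal, chosen after seeing the values, COS8 had 3.81 and 4.16, within the SD of the paper's values. In ΔtR(CCU)J it is about 3.5 in the paper's Fig. 6B, read by eye, against 4.28; this came within the SD with quantile normalization, without ΔtR(CCU)J replicate 1 and, chosen after seeing the values, with 16 added to the signal (3.49). In ΔtR(UCU)M2 it is about -0.1 in the paper's Fig. 6B, read by eye, and the fitted value was -0.99 here, within the SD under no alternative (-0.47 with 16 added to the signal); both arrays were at the background, so no difference can be read from this value.

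The paper's supplement lists fold changes per gene in Supplemental table S4, of which the copy used here holds 1999 genes. There, the log2 fold change of PRE1 in the supplement is the paper's 0.507 for ΔtR(CCU)J against 0.263 here (within the SD with quantile normalization). For the proteasome gene PRE4, the log2 fold change of PRE4 in the supplement is the paper's 0.111 for ΔtiM(CAU)C against 0.043 here (within the SD without ΔtiM(CAU)C replicate 1 and, chosen after seeing the values, with the array batch as block) and the paper's 0.643 for ΔtR(CCU)J against 0.405 here (within the SD under no alternative). For its assembly factor UMP1, the log2 fold change of UMP1 in the supplement is the paper's 0.106 for ΔtL(GAG)G against 0.168 here (within the SD with median centring, quantile normalization, and without wild-type replicate 1 or ΔtL(GAG)G replicate 1).

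For the lid subunit RPN12, the log2 fold change of RPN12 in the supplement is the paper's 0.683 for ΔtR(CCU)J against 0.507 here (within the SD with quantile normalization and without ΔtR(CCU)J replicate 1). The log2 fold change of RPN12 in the supplement is also the paper's 0.0799 for ΔtL(GAG)G against -0.017 here. This pair differs in sign only, since its difference is within the SD of 0.0979, and the sign was the same without ΔtL(GAG)G replicate 2. The log2 fold change of RPN12 in the supplement is further the paper's -0.10 for ΔtR(UCU)M2 against -0.156 here (within the SD with the replicate block, median centring, quantile normalization, and without wild-type replicate 3 or ΔtR(UCU)M2 replicate 1) and the paper's -0.0451 for ΔtH(GUG)G1 against -0.149 here (within the SD under no alternative).

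For the polymerase subunit RPC11, the log2 fold change of RPC11 in the supplement is the paper's 0.122 for ΔtR(CCU)J against -0.016 here (within the SD with the replicate block, the matched control, and without wild-type replicate 1 or 3 or ΔtR(CCU)J replicate 2) and the paper's -0.0777 for ΔtL(GAG)G against -0.218 here (within the SD with the replicate block and without wild-type replicate 1 or 3 or ΔtL(GAG)G replicate 2). In the same way, the log2 fold change of RPC53 in the supplement is the paper's -0.0460 for ΔtR(CCU)J against 0.291 here (within the SD under no alternative). For the polymerase II subunit RPB9, the log2 fold change of RPB9 in the supplement is the paper's -0.436 for ΔtL(GAG)G against -0.264 here (within the SD with the matched control, median centring, and without wild-type replicate 1 or ΔtL(GAG)G replicate 2).

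Of the article's statements on direction, it reports protein processing in the endoplasmic reticulum as induced in SC over MC from its own pathway set; here the corresponding list of 41 genes had 31 with a higher mean in SC and an adjusted p of 0.208 from limma's camera, and passed without ΔtR(CCU)J (adjusted p = 0.0335 for protein folding and degradation at the endoplasmic reticulum between SC and MC). Its proteasome, ribosome and ribosome biogenesis directions between the groups were the same as here. The article states that RNA polymerase II genes changed in no strain, from array fold changes against wild type and RT-qPCR of representative genes. Here 0 single genes passed. Camera, which tests a list relative to all genes and not for a change against wild type, called it lower in ΔtiM(CAU)C, ΔtR(CCU)J and ΔtL(GAG)G (adjusted p = 0.00337, 0.00144 and 0.0117). The list includes subunits shared with the other polymerases, and the unshared ones were not tested alone. In none of these strains did the call hold with an estimated correlation (adjusted p = 0.340, 0.313 and 0.588). Nor did it hold with that and the array batch as block (0.360, 0.284 and 0.562), the latter chosen after seeing the values. Over 26 alternatives the call held in 19, 23 and 20. It was also lost for RNA polymerase II subunits in tM(CAU)C with the matched control (0.0519), after quantile normalization (0.221), without wild-type replicate 2 (0.0504) and without ΔtiM(CAU)C replicate 2 (0.0655), for RNA polymerase II subunits in tR(CCU)J after quantile normalization (0.259), and for RNA polymerase II subunits in tL(GAG)G with the matched control (0.109), without wild-type replicate 2 (0.0622) and without ΔtL(GAG)G replicate 1 (0.0901). With the array batch as block, chosen after seeing the values, it was lost in ΔtiM(CAU)C and ΔtL(GAG)G (0.0547 and 0.0929). It states that the proteasome rose in the SC strains; in ΔtiM(CAU)C, 28 of 35 genes were positive and the list did not pass (adjusted p = 0.973 from camera), except after quantile normalization (adjusted p = 0.0364 for the proteasome in tM(CAU)C). The article puts the changes of YJR055W and YGL205W under a doubling or halving; here their log2 fold changes were -1.15 and 1.46. The log2 fold change of YJR055W came under it at -0.26 without ΔtR(CCU)J replicate 2 (and was -2.04 without ΔtR(CCU)J replicate 1), while YGL205W stayed over it under all 21 alternatives set before, the lowest being 1.21 with the matched control or without wild-type replicate 1, and came under it at 0.97 with 16 added to the signal, which was chosen after seeing the values.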

Other observations

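The tests of array scaling and of other groupings of the strains and arrays, the fits with the array batch as block or 1 replicate number alone, and the count of separated genes were chosen only after the results were seen.

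Amino acid biosynthesis was lower in SC than in MC, in lists that the study picked from these arrays and that are not independent evidence. Arginine biosynthesis had 1 of 7 genes with a higher mean in SC, a median log2 difference of -0.93 and a camera adjusted p of 4.4e-06 (0.220 with an estimated correlation), and 5 genes were lower adjusted over the list alone. ARG3, ARG1 and ARG4 had differences of -1.47, -1.25 and -0.96 (standard errors 0.31, 0.24 and 0.17), and the list median relative to all genes was -1.07 within replicate 1 and -0.82 within replicate 2. Lysine biosynthesis had 0 of 8 higher (median -0.40, adjusted p = 3.8e-07, and 0.147 with an estimated correlation), with LYS2 at -0.55 and LYS4 at -0.46. Histidine biosynthesis had 0 of 6 higher (median -0.36, adjusted p = 0.000195 and 0.189), with HIS1 at -0.53, and aromatic amino acid biosynthesis 2 of 13 (median -0.20, adjusted p = 9.2e-06 and 0.173). Each of these lists lost its call only with an estimated correlation, with or without the array batch as block, among the alternatives run. The list of branched-chain amino acid biosynthesis between SC and MC had 1 of 10 higher (median -0.16, adjusted p = 0.00373 and 0.358), and also lost its call after quantile normalization (0.0530) and without ΔtR(CCU)J (0.0950). The list of sulfur amino acid biosynthesis between SC and MC had 6 of 19 higher (median -0.09, adjusted p = 0.00687 and 0.403), and lost it also after quantile normalization (0.121), without ΔtR(CCU)J (0.255), without ΔtR(UCU)M2 replicate 2 (0.0866) and with replicate 1 alone (0.263). For purine biosynthesis between SC and MC 5 of 19 were higher (median -0.17, adjusted p = 0.00101 and 0.358) and pyrimidine biosynthesis between SC and MC 4 of 16 higher (median -0.19, adjusted p = 0.00117 and 0.147), and both lost their calls after quantile normalization (0.127 and 0.0524) and without ΔtR(CCU)J (0.185 and 0.0608); with 1 replicate number alone, purine biosynthesis lost it in replicate 2 (0.0678) and pyrimidine biosynthesis in replicate 1 (0.0548).

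Among lists of translation not drawn from the study, 2 of 20 aminoacyl-tRNA synthetases had a higher mean in SC (median -0.13, camera adjusted p = 4.2e-05, and 0.264 with an estimated correlation) and 7 of 32 initiation and elongation factors (median -0.12, adjusted p = 4.4e-06 and 0.233). After quantile normalization the synthetases turned to the other direction and the factors lost their call (adjusted p = 0.963 and 0.755). The list of tRNA processing and modification between SC and MC was lower relative to all genes (adjusted p = 0.00572, and 0.451 with an estimated correlation), with 23 of 45 positive and a median of 0.01; the call was lost without ΔtR(CCU)J (0.214), without its replicate 2 (0.0507) and with replicate 1 alone (0.291). The phosphate regulon had 5 of 17 higher (median -0.27, adjusted p = 0.000504 and 0.403), with PHM6 at -1.21 (standard error 0.20).

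The general stress genes were higher in SC, 27 of 30, with a median log2 difference of 0.53 and a camera adjusted p of 0.000124 (0.358 with an estimated correlation); the call was lost without ΔtR(CCU)J (0.120) and with replicate 1 alone (0.0885). Against wild type, 29 of 30 were positive in ΔtR(CCU)J with a median of 1.00, and 12 rose over all genes, TSL1 by 1.91 (standard error 0.15) among them. Camera called the list higher in ΔtR(CCU)J (adjusted p = 9.3e-07, and 0.313 with an estimated correlation) and lower in ΔtH(GUG)G1 (adjusted p = 0.00615 and 0.793). Storage carbohydrate genes, a list the study picked, had 20 of 21 higher in SC (median 0.49, adjusted p = 0.000382 and 0.358). The iron regulon between SC and MC had 23 of 26 higher (median 0.49, adjusted p = 0.00890 and 0.513), and lost its call with the matched control (0.226), without ΔtR(CCU)J (0.239), without ΔtR(UCU)M2 (0.0932), with replicate 2 alone (0.112) and with the array batch as block (0.467). The list of mismatch repair and homologous recombination between SC and MC, also picked by the study, had 22 of 26 higher (median 0.20, adjusted p = 0.0348 and 0.585), and lost its call when any 1 of 4 arrays was left out (0.0604 to 0.292: replicate 2 of ΔtiM(CAU)C or ΔtR(CCU)J, replicate 1 of ΔtR(UCU)M2 or ΔtH(GUG)G1), after median centring (0.0568) or quantile normalization (0.121), with the matched control (0.204), without ΔtR(CCU)J (0.0941), with replicate 2 alone (0.866) and with the array batch as block (0.461).

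Of the lists of cell type markers, the pheromone-responding genes had 1 of 11 higher in SC (median -0.23, camera adjusted p = 0.00105, and 0.358 with an estimated correlation); without ΔtR(CCU)J the direction turned (0.922), and with replicate 2 alone the adjusted p was 0.108. The markers of mating type a had 6 of 7 higher (adjusted p = 0.285), with ASG7 at 2.92 (standard error 0.51, adjusted p = 0.0505 from limma), and passed with replicate 2 alone (0.0166) and with the array batch as block (0.0261). The markers of mating type alpha had 1 of 5 higher, MF(ALPHA)1 (adjusted p = 0.404), the sporulation markers 8 of 13 (adjusted p = 0.577) and the stationary-phase markers 8 of 11 (adjusted p = 0.577). The other lists short of the threshold were the citrate cycle (16 of 17 higher, adjusted p = 0.0650; past it under 11 alternatives, down to 0.00300 after quantile normalization), oxidative phosphorylation (29 of 35, adjusted p = 0.404; past it with the matched control at 0.000182, after quantile normalization, without ΔtR(UCU)M2, with the array batch as block and with replicate 2 alone), polymerase III transcription factors and Maf1 (9 of 10, adjusted p = 0.0934), mitochondrial chaperones (5 of 8, adjusted p = 0.404), riboflavin biosynthesis (4 of 8, adjusted p = 0.273), SNARE proteins (16 of 22, adjusted p = 0.554; past it with replicate 2 alone at 0.0122 and with the array batch as block at 0.00988) and the PAU family (10 of 13, adjusted p = 0.554; past it with replicate 2 alone at 0.00398 and without ΔtR(UCU)M2 replicate 1 at 0.0191).

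More genes were higher than lower in ΔtR(CCU)J, 77.5% of those called. After each array was centred on its median, 32.9% of the called genes were higher. Centring moves all genes of an array alike, so array scaling and a change of many genes cannot be told apart by it.

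Other groupings of the samples were set beside the 12 genes that differed between SC and MC. Of the 10 splits of the 5 deletion strains into 3 and 2, 3 gave as many genes as the real one, and the splits are too few for a share under 0.05; the real value was 12 and the highest other 332. That split set ΔtiM(CAU)C, ΔtR(UCU)M2 and ΔtH(GUG)G1 against ΔtR(CCU)J and ΔtL(GAG)G, the 2 strains of single-gene families. The third set ΔtL(GAG)G, ΔtR(UCU)M2 and ΔtH(GUG)G1 against ΔtiM(CAU)C and ΔtR(CCU)J, with 64 genes. The counts thus do not single out the SC and MC grouping, and why other splits gave more genes was not tested. When the 10 deletion arrays were instead compared as 2 groups of 6 and 4, the real split gave 8 genes and the highest of the others 1, with 1 of 100 splits as large as the real one. Those splits part arrays of the same strain, and the strains themselves allow too few splits for a share under 0.05.

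For 68 genes all 6 SC arrays lay above the 7 other arrays, and for 32 genes all lay below; 3.17 genes would be so placed on each side if the arrays were exchangeable, which arrays of 1 strain are not. COS8 and MF(ALPHA)1 were separated by a gap over 1 on the log2 scale. Without them the clustering of the strains kept its last merge, with a difference of 0.291 between mean r within and between groups. Of other genes in the stated genotype, chosen after their values were seen, CAN1, LYP1 and URA3 were at the array background on all 13 arrays, and LEU2 was above it on all 13, with an SC minus MC log2 difference of -0.58 (standard error 0.11, adjusted p = 0.0512 from limma).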
